# Origin and function of activated fibroblast states during zebrafish heart regeneration

**DOI:** 10.1038/s41588-022-01129-5

**Published:** 2022-07-21

**Authors:** Bo Hu, Sara Lelek, Bastiaan Spanjaard, Hadil El-Sammak, Mariana Guedes Simões, Janita Mintcheva, Hananeh Aliee, Ronny Schäfer, Alexander M. Meyer, Fabian Theis, Didier Y. R. Stainier, Daniela Panáková, Jan Philipp Junker

**Keywords:** Systems analysis, Transcriptomics, Cardiovascular diseases

## Abstract

The adult zebrafish heart has a high capacity for regeneration following injury. However, the composition of the regenerative niche has remained largely elusive. Here, we dissected the diversity of activated cell states in the regenerating zebrafish heart based on single-cell transcriptomics and spatiotemporal analysis. We observed the emergence of several transient cell states with fibroblast characteristics following injury, and we outlined the proregenerative function of collagen-12-expressing fibroblasts. To understand the cascade of events leading to heart regeneration, we determined the origin of these cell states by high-throughput lineage tracing. We found that activated fibroblasts were derived from two separate sources: the epicardium and the endocardium. Mechanistically, we determined Wnt signalling as a regulator of the endocardial fibroblast response. In summary, our work identifies specialized activated fibroblast cell states that contribute to heart regeneration, thereby opening up possible approaches to modulating the regenerative capacity of the vertebrate heart.

## Abstract (web summary)

Single-cell RNA sequencing and spatiotemporal analysis of the regenerating zebrafish heart identify transient proregenerative fibroblast-like cells that are derived from the epicardium and the endocardium. Wnt signalling regulates the endocardial fibroblast response.

## Main

Heart injury in adult mammals typically leads to permanent scarring. However, the adult zebrafish heart regenerates efficiently after injury, making zebrafish the preeminent model system for study of the cellular and molecular mechanisms of heart regeneration^1,2^. After cryoinjury, which mimics aspects of myocardial infarction, the injured zebrafish heart undergoes a transient period of fibrosis^3^, during which the damaged heart muscle regenerates via dedifferentiation and proliferation of cardiomyocytes^4,5^. This process is accompanied by hypoxia-induced revascularization of the newly formed heart muscle tissue^6^. Many pathways and factors involved in heart regeneration have been described^7–11^. Important molecular signals for zebrafish heart regeneration emanate from the epicardium and endocardium^3,11–14^. Other cell types are required for regeneration: inflammation is an early response to cryoinjury, and depletion of macrophages leads to delayed regeneration^15,16^. Moreover, fibroblasts (potentially of different origins) are activated after injury, and ablation of fibroblasts leads to reduced cardiomyocyte proliferation^17^. Altogether, these data suggest that cell types or transient activated cell states residing in the regenerative niche may be important cellular regulators of regeneration. A number of recent single-cell RNA sequencing (scRNA-seq) studies have determined cell type diversity in the mammalian heart^18–21^, as well as in the regenerating zebrafish heart^22,23^. However, to our knowledge, there has been no systematic data-driven attempt to identify proregenerative cell states and their cell type of origin. Consequently, our knowledge of the cellular composition of the regenerative niche and the underlying signalling interactions remains incomplete. Current definitions of activated macrophages and fibroblasts rely heavily on transgenes, may be affected by observation bias and probably underestimate the complexity of cell states involved in regeneration.

## Results

### The cellular composition of the regenerating heart

For systematic identification of cardiac cell types in the healthy and regenerating zebrafish heart, we performed scRNA-seq of around 200,000 dissociated cells at different stages before and after injury (Fig. 1a). 

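Single-cell 3′ RNA libraries of 6 cryoinjured zebrafish hearts were analysed here, 1 library per heart. In this droplet assay each captured transcript carries a unique molecular identifier (UMI), so that 1 UMI counts 1 transcript. 4 of the hearts, at 3 and 7 d.p.i., are part of the paper's data. At each of these times 1 heart came from a fish kept in 1.5 mg l−1 of the analgesic morphine for 6 h after injury and 1 from a fish without morphine. A further pair of hearts at 15 d.p.i., with and without morphine, is not described in the paper and is not part of the values at its conclusions. The other hearts of the paper, the uninjured ones among them, were not analysed here, so no value is set against an uninjured heart. The authors counted UMIs with Cell Ranger 3.0.2 on GRCz11, and the values are raw UMI counts per gene and cell barcode. At 3 d.p.i. the heart without morphine had 12826 barcodes with 12200581 UMIs and the heart with morphine 5123 barcodes with 45157071 UMIs. At 7 d.p.i. the heart without morphine had 7987 barcodes with 21783103 UMIs and the heart with morphine 9295 barcodes with 10274190 UMIs. The 3 d.p.i. heart with morphine was prepared with v3 chemistry and the other hearts of the paper with v2 chemistry, so treatment and chemistry cannot be told apart at 3 d.p.i. Barcodes with at least 200 detected genes and at most 25% mitochondrial UMIs were kept as cells. Haemoglobin genes took 6.51% of the UMIs of the 3 d.p.i. heart without morphine, 57.0% of that with morphine, 15.9% of the 7 d.p.i. heart without morphine and 20.0% of that with morphine. Erythrocyte-like cells were therefore left out of every share, 2157 of them in the 3 d.p.i. heart with morphine and 1052 in the 7 d.p.i. heart without. All cells were clustered together with neighbours balanced over libraries, and clusters were given the name X-like from markers chosen before the data were examined, mostly from the paper's own marker tables. These tables were made on data that include the 4 hearts, and names rebuilt in this way can differ from the paper's. Settings of the second round of clustering were chosen after the clusters were seen. Of the 23 settings tried, the first gave no dedifferentiated-like cardiomyocytes and no *col11a1a*-like fibroblasts. The genes reported at the conclusions on signalling and cell identity were kept out of the clustering. Cell doublets were not removed, because the paper describes their removal for its lineage-barcode data but not for its transcriptome data. Cells are not replicates, so UMI counts were summed per heart and class and compared across hearts. Times were not tested against each other, since the 2 hearts of each time differ in treatment and, at 3 d.p.i., in chemistry. Shares are given per heart with exact Clopper-Pearson intervals at 95% confidence, which cover counting error only, as do the limits given for counts of 0. Levels are counts per 1000000 UMIs of the class (CPM), as the mean and SD over hearts with at least 10 cells of it.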

To limit experimental biases, we did not apply any sorting procedure. To include information about the developmental origin of cells, we applied a method for massively parallel lineage tracing based on CRISPR–Cas9 technology^24–26^. By injecting Cas9 and a single-guide RNA (sgRNA) against a multicopy transgene (*dTomato* in the zebrabow^27^ line), we recorded lineage relationships in early development by creating ‘genetic scars’ that serve as lineage barcodes^24^ (Methods).

**Fig. 1:**
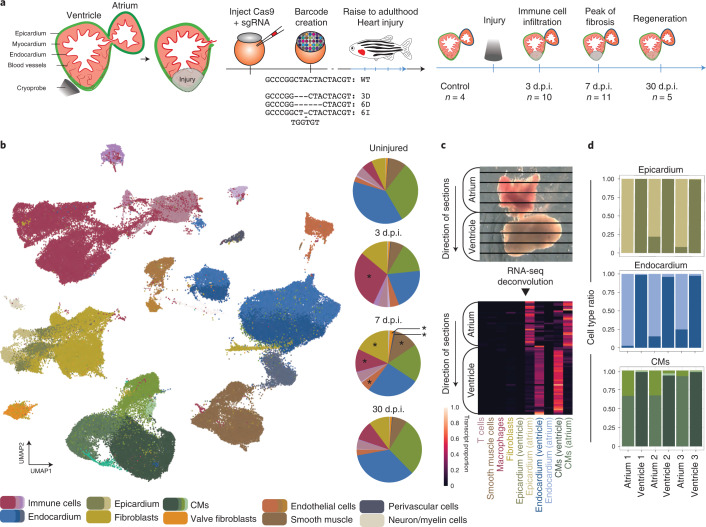
The cellular composition of the regenerating heart. **a**, Cartoon of the experimental approach. Cells were barcoded with indels (insertions or deletions) during early development, and fish were raised to adulthood. Hearts were harvested either as an uninjured control or at 3, 7 or 30 d.p.i. **b**, UMAP representation of single-cell RNA-seq data and clustering results. Pie charts show the proportions of different cell types at different time points after injury. In the pie chart representation, similar cell types are grouped and shown by one (representative) colour. Asterisks denote cell types with a statistically significant change in proportions compared with uninjured controls. **c**, Mapping of single-cell data onto a spatially resolved tomo-seq data set. A computational deconvolution approach revealed chamber-specific cell subtypes. **d**, Distribution of subtypes of cardiomyocytes (CMs), endocardial cells and epicardial cells for scRNA-seq data sets in which atrium and ventricle were physically separated. Colour scheme as in Supplementary Fig. 3. Source data

We first assessed cell type diversity in the healthy and regenerating heart. Clustering of single-cell transcriptomes revealed all major cardiac cell types (Fig. 1b, Supplementary Figs. 1 and 2 and Supplementary Data Files 1 and 2). 

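Cardiomyocytes made up 34.2% (33.2 to 35.11%) of 9772 cells in the 3 d.p.i. heart without morphine and 19.6% (17.9 to 21.3%) of 2055 cells in the heart with morphine. At 7 d.p.i. they were 20.9% (19.8 to 21.9%) of 5795 cells without morphine and 8.52% (7.79 to 9.28%) of 5531 cells with morphine. Endocardium and endothelium together were 49.5%, 18.0%, 31.7% and 46.9% of the cells of the same hearts in the same order. Of the 370 such cells in the 3 d.p.i. heart with morphine, 108 were *apnln*-like, a cluster that carried thrombocyte genes. Smooth muscle-like cells were rare in the 3 d.p.i. heart without morphine, at 15 cells or 0.154%, and made up 7.40%, 14.6% and 20.5% of the other hearts. The fibroblast group, which holds fibroblast-like, epicardium-like and valve-like cells, and the immune cells made up the rest. Mitochondrial genes took 15.6% of the UMIs of cardiomyocytes in the 3 d.p.i. heart without morphine and 7.29% in the 7 d.p.i. heart without morphine.

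**Figure D1:**
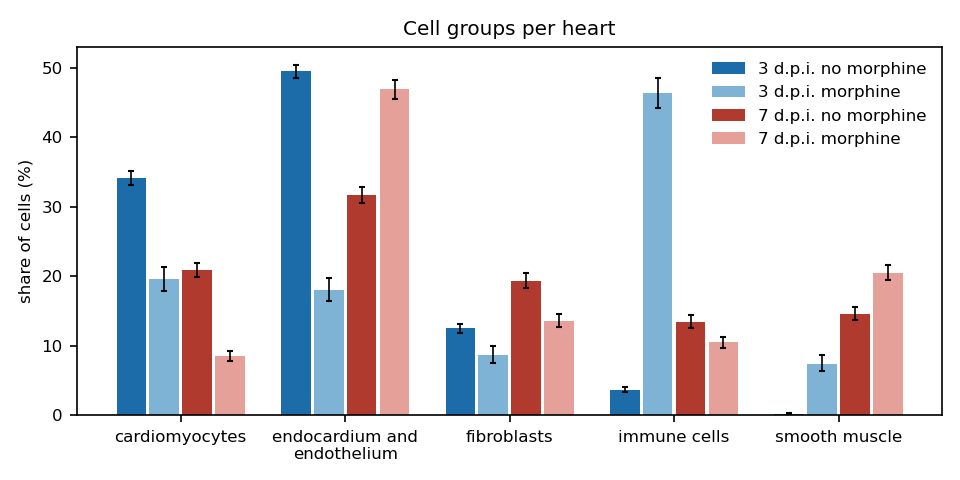
Share of cells (%) in each major cell group for the 4 hearts at 3 and 7 d.p.i., with and without morphine; bars are shares without erythrocyte-like cells and error bars are exact Clopper-Pearson intervals. Cardiomyocytes ran from 8.52% to 34.2% of the cells of a heart.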

As expected, we observed a strong increase in fibroblasts and immune cells after injury (Fig. 1b). 

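Fibroblasts, the cells that build ECM, were counted as the fibroblast group, together with epicardium-like and valve-like cells. This group made up 12.5% (11.86 to 13.2%) of the cells of the 3 d.p.i. heart without morphine and 8.61% (7.43 to 9.91%) of the heart with morphine. With erythrocyte-like cells kept in the denominator its shares were 12.47% and 4.20%. At 7 d.p.i. the group took 19.4% (18.4 to 20.4%) without morphine and 13.56% (12.7 to 14.5%) with morphine. Immune cells made up 3.67% (3.31 to 4.07%) and 46.4% (44.2 to 48.6%) of the cells of the 3 d.p.i. hearts without and with morphine, or 3.665% and 22.65% with erythrocyte-like cells kept in the denominator. Their shares at 7 d.p.i. were 13.5% (12.6 to 14.4%) and 10.5% (9.67 to 11.31%). T-cell-like cells numbered 33 and 91 at 3 d.p.i. and 206 and 70 at 7 d.p.i., without and with morphine. Neutrophil-like cells numbered 2 and 55 at 3 d.p.i. and 79 and 15 at 7 d.p.i. Of 467 cells of the macrophage-like cluster, 463 came from the 3 d.p.i. heart with morphine, so this cluster may be that library rather than a cell type. Under a lower clustering resolution of 0.6 the share of the fibroblast group averaged over the 2 hearts moved from 10.6% to 37.9% at 3 d.p.i. and from 16.5% to 39.6% at 7 d.p.i. Its 3 d.p.i. share also rose among cells with at least 500 genes and with neighbours not balanced over libraries. Among cells with at least 500 genes the immune share at 7 d.p.i. moved from 12.0% to 6.58%.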

Closer inspection of the clustering data revealed a substructure among the cell types of the three main layers of the heart: epicardium, myocardium and endocardium (Supplementary Fig. 3a–c and Supplementary Data File 2). 

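Atrium-like and ventricle-like clusters were found in cardiomyocytes, endocardium and epicardium. Ventricle-like cells were 3.27% of the cardiomyocytes of the 3 d.p.i. heart without morphine, 17.4% of those with morphine, 63.5% at 7 d.p.i. without morphine and 31.0% with morphine. Atrium-like cells were 11.4%, 50.0%, 18.8% and 14.9% of the cardiomyocytes of the same hearts. In the endocardium and endothelium, atrium-like endocardium took 2.25%, 30.8%, 72.3% and 3.58% of the cells, and ventricle-like endocardium 13.8%, 4.05%, 4.52% and 22.5%. In the fibroblast group, atrium-like epicardium took 15.7%, 1.69%, 0.713% and 9.20% of the cells, and ventricle-like epicardium 2.13%, 36.7%, 17.1% and 5.33%. The atrium-like endocardium held 1328 cells of the 7 d.p.i. heart without morphine and at most 114 of any other heart of the paper, so it may in part be that library. Endocardium and endothelium cells that reached no subtype name, by a naming score set after the clusters were seen, were 82.9%, 29.7%, 10.7% and 71.1% of these cells.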

We hypothesized that this cell type substructure might correspond to spatial differences due to the functional specifications of these cell types in the atrium and ventricle. Using the tomo-seq method for spatially resolved transcriptomics^28^, and deconvolving the spatial data into single-cell transcriptional profiles^29^, we could validate atrial and ventricular enrichment for some of these cell subtypes (Fig. 1c, Supplementary Fig. 3a–c and Methods). We confirmed this finding by physical separation of the atrium and ventricle, followed by scRNA-seq (Fig. 1d).

### Cell type diversity of cardiac fibroblasts

We identified a further transcriptional substructure among the cardiomyocytes (Fig. 2a). In addition to adult cardiomyocytes, which are characterized by expression of genes involved in ATP synthesis and the tricarboxylic acid cycle (*atp5pd* and *aldoaa*), we detected a smaller cluster characterized by genes associated with cardiomyocyte development (ttn.1, ttn.2, *bves* and *synpo2lb*), as well as *nppa*, which has previously been shown to be a marker for dedifferentiated cardiomyocytes in the border zone^22^. These dedifferentiated cardiomyocytes, which are a hallmark of the regenerating heart, had increased in number by 3 d.p.i. (days postinjury) (Fig. 2a) and partially colocalized with the established marker gene *nppa*^22^ at 7 d.p.i. 

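A dedifferentiated-like class of 615 cells from 4 hearts was compared with the atrium-like and ventricle-like cardiomyocytes of the same hearts, taken together. Cardiomyocytes without a subtype name, which were most of those of the 3 d.p.i. heart without morphine, were left out. *ttn.1*, a gene of the sarcomere protein titin, was higher in the dedifferentiated-like cells in 4 of 4 hearts, with a log2 fold change of 2.26 (standard error 0.39, adjusted p = 0.00229 from edgeR's quasi-likelihood test with heart as a block). *nppa*, which encodes a natriuretic peptide, was at 7937 normalized CPM against 4024 (log2 fold change 1.25, standard error 0.33, adjusted p = 0.0176). *bves* had a log2 fold change of 1.11 (standard error 0.31, adjusted p = 0.0235), while *synpo2lb*, at 0.71 (standard error 0.31, adjusted p = 0.109), was higher in 3 of 4 hearts and did not pass the test. *aldoaa*, a glycolytic aldolase, fell by 1.87 on the log2 scale (standard error 0.29, adjusted p = 0.00185) and *atp5pd*, a subunit of ATP synthase, by 1.45 (standard error 0.26, adjusted p = 0.00282). *ttn.2*, a paralogue that may share reads with *ttn.1*, was among the markers that named the class and is not given as a result. Of 47 genes of mitochondrial energy metabolism, 25 were lower and none was higher (36 lower and 1 higher when adjusted over the list alone), among them *sdhb* with a log2 fold change of −1.74 and *ndufa4* with −2.24. Limma's camera gave this list an adjusted p = 4.18e-10 with a preset correlation of 0.01 and an adjusted p = 0.35 with an estimated correlation. Of 16 glycolysis genes, 5 were lower and none was higher (adjusted p = 0.0147 with the preset and 0.419 with an estimated correlation). Of 9 genes of cardiomyocyte development, 3 were higher and none was lower, which were the 3 named above (adjusted p = 0.104 with the preset correlation). The comparison class pools both chambers, so these differences are mixed with chamber. At 3 d.p.i. without morphine, UMIs of *ttn.1*, *bves*, *synpo2lb* and *nppa* over those of *atp5pd* and *aldoaa* were 4.74 in atrium-like cells. The ratio was 0.282 in ventricle-like and 6.10 in dedifferentiated-like cells, which had the highest ratio in each heart. Genes of the stress response were higher too. Of 23 heat shock and chaperone genes, 19 were higher and none was lower (20 higher when adjusted over the list alone; adjusted p = 4.67e-16 with the preset and 0.35 with an estimated correlation), among them *hspb8* with a log2 fold change of 2.09 and *bag3* with 3.26. Of 22 immediate early genes, 18 were higher and none was lower (19 higher when adjusted over the list alone; adjusted p = 4.11e-12 with the preset and 0.35 with an estimated correlation), among them *fosb* with a log2 fold change of 3.32 and *fosl1a* with 3.53. The stress gene *hsph1* also leads the class. In all, 268 of 1851 genes tested were higher and 183 lower at an adjusted p under 0.05. Without the filter on low counts 161 of 14458 were higher and 391 lower, so the balance of directions depends on this filter. Without the heart block 74 were higher and 23 lower, and of cells with at least 500 genes only 2 hearts entered and 147 passed. The 7 d.p.i. heart with morphine decided the count, since without it no gene passed in edgeR although 611 had an unadjusted p under 0.05, and without the 7 d.p.i. heart without morphine 213 passed.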

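Dedifferentiated-like cells were 419 of 3338 cardiomyocytes in the 3 d.p.i. heart without morphine, or 12.6% (11.5 to 13.7%), and 21 of 402 in the heart with morphine, or 5.22% (3.26 to 7.88%). At 7 d.p.i. they were 106 of 1210 cardiomyocytes without morphine, or 8.76% (7.23 to 10.5%), and 69 of 471 with morphine, or 14.6% (11.58 to 18.2%). The values of the 3 and 7 d.p.i. hearts overlapped. Cardiomyocytes that reached no subtype name were 72.8% of the cardiomyocytes of the 3 d.p.i. heart without morphine, 27.4% with morphine, 8.93% at 7 d.p.i. without morphine and 39.5% with morphine. Among the named cardiomyocytes alone the dedifferentiated-like share was 46.2%, 7.19%, 9.62% and 24.2%. As the mean of the 2 hearts of a time, the share was 8.89% at 3 d.p.i. and 11.7% at 7 d.p.i., but 16.3% and 24.07% in cells with at least 500 genes, 2.52% and 0.891% with at least 100 genes, 14.5% at 3 d.p.i. with neighbours not balanced and 25.2% at 7 d.p.i. without the mitochondrial limit. No dedifferentiated-like class was found at a clustering resolution of 0.6, nor with the sub-clustering settings set to those of the joint clustering or at a sub-clustering resolution of 1.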

(Supplementary Fig. 3d).

**Fig. 2:**
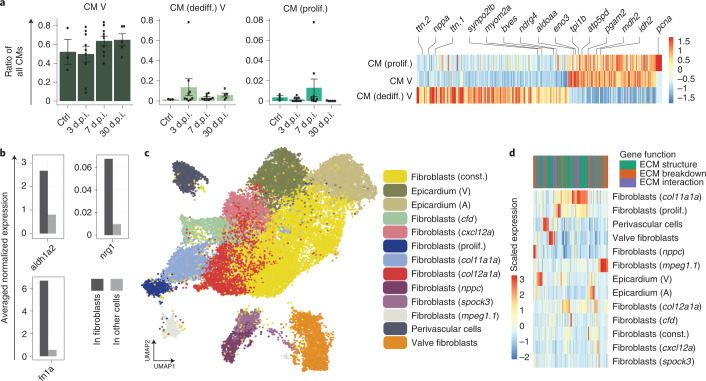
Cell type diversity of cardiac fibroblasts. **a**, Left: relative changes in abundance of different subtypes of CMs across the time points (*n* = 3, 9, 9, 5 animals; error bars show s.e.m.). Right: differentially expressed genes between subtypes of CMs. **b**, Comparison of average normalized expression of known proregenerative factors in fibroblasts and other cell types. The comparison used data pooled over all time points, and fibroblasts were defined as all cells in the yellow cluster in Fig. 1b. **c**, UMAP representation of the subclustering of *col1a1a*-expressing cells. **d**, Expression of ECM-related genes in different fibroblast cell types. The genes were classified according to their contribution to structure, breakdown or interaction of the ECM. A, atrium; Ctrl., control; const., constitutive; dediff., dedifferentiated; prolif., proliferating; V, ventricle. Source data

We noticed that three well-established signalling factors in heart regeneration were strongly enriched in fibroblasts: *aldh1a2* (ref. ^7^), which is the enzyme synthesizing retinoic acid; the cardiomyocyte mitogen *nrg1* (ref. ^30^); and the proregenerative extracellular matrix (ECM) factor *fn1a*^31^ (Fig. 2b). This prompted us to investigate the diversity of cardiac fibroblasts in more detail. 

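UMI counts were summed per heart over the 3271 cells of the fibroblast group and over all other cells of the same 4 hearts. *fn1a*, which encodes the ECM glycoprotein fibronectin, was at 432 ± 337 normalized CPM in the fibroblast group and 69.5 ± 45.6 in the other cells (SD, n = 4 hearts). This was a log2 fold change of 2.53 (standard error 0.31, adjusted p = 0.00196 from edgeR). *aldh1a2* was at 470 ± 353 against 138 ± 82.1 and higher in 4 of 4 hearts, with a log2 fold change of 1.67 that did not pass the test (standard error 0.53, adjusted p = 0.0653). *nrg1* was at 7.51 ± 4.95 against 6.12 ± 6.30 and higher in 2 of 4 hearts (log2 fold change 0.65, standard error 0.58, adjusted p = 0.481). Of 44 structural ECM genes tested, 33 were higher in the fibroblast group and 2 lower (33 and 4 when adjusted over the list alone), among them *fn1b* with a log2 fold change of 4.84 and *edil3a* with 4.31. The camera test gave this list an adjusted p = 5.26e-22 with the preset correlation and an adjusted p = 0.202 with an estimated correlation. ECM genes could be used to form the clusters, and ECM markers such as *col1a2* named fibroblasts. The results of the ECM lists are therefore in part by construction. Of 23 genes of ECM breakdown, 7 were higher, such as the gelatinase gene *mmp2* with a log2 fold change of 3.80, and 4 lower, such as the cathepsin gene *ctss2.2* with −4.87 (8 and 6 when adjusted over the list alone; camera adjusted p = 0.128). Of 13 genes of ECM interaction, 6 were higher and none was lower, among them the integrin gene *itgb4* with a log2 fold change of 3.53 (6 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.00765, and adjusted p = 0.205 with an estimated correlation). Of 14 retinoic acid genes, 6 were higher and none was lower (8 higher when adjusted over the list alone). They included the retinol carrier *rbp4*, with a log2 fold change of 2.04, and *cyp26b1*, which degrades retinoic acid, with 3.19 (camera adjusted p = 0.00049, and adjusted p = 0.205 with an estimated correlation). Of 11 genes of the epithelial-to-mesenchymal transition, 6 were higher, among them *cdh2*, *twist1b* and *snai2* with log2 fold changes of 2.34, 2.51 and 2.06, and 1 was lower, the endothelial cadherin *cdh5* with −4.21 (6 and 1 when adjusted over the list alone; camera adjusted p = 0.00809, and adjusted p = 0.29 with an estimated correlation). *csf1a*, a growth factor of macrophages, was among the largest increases, with a log2 fold change of 6.39 (adjusted p = 0.00116), as was *jam2b* with 6.76. The immune receptor gene *fcer1g*, at −7.77, was the largest decrease among called genes with at least 20 CPM in the higher class and the same direction in every heart. In all, 972 of 9872 genes were higher and 1192 lower. Without the heart block the counts were 404 and 385, without the 7 d.p.i. heart without morphine 613 and 661, and of cells with at least 500 genes 670 and 766. Without the filter on low counts 3689 genes passed.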

Subclustering revealed an unexpectedly large degree of diversity, with 13 transcriptionally distinct clusters of fibroblasts (Fig. 2c, Supplementary Fig. 4a,b and Supplementary Data File 3). These 13 clusters exhibited pronounced differences in their expression profiles of ECM-related genes (Fig. 2d), but their transcriptomic diversity extended far beyond that – the same fibroblast subtypes could be identified with high accuracy after removal of ECM-related genes (Supplementary Fig. 5).

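The fibroblast group was clustered again on its own into 16 sub-clusters. Those named by markers were atrium-like and ventricle-like epicardium, valve-like fibroblasts and 4 classes of other fibroblasts, which were constitutive-like, *cfd*-like, *col11a1a*-like and *cxcl12a*-like. Constitutive-like fibroblasts, a pair of sub-clusters, were the largest named class over the hearts together. At 3 d.p.i. atrium-like epicardium was larger without morphine and ventricle-like epicardium with morphine. One of the constitutive-like sub-clusters held 313 cells of the 7 d.p.i. heart without morphine among its 399 cells. The other constitutive-like sub-cluster held 169 cells of the 3 d.p.i. heart without morphine and 149 of the 7 d.p.i. heart with morphine. Sub-clusters that reached no name held 43.5% of the fibroblast group of the 3 d.p.i. heart without morphine, 10.7% with morphine, 1.96% at 7 d.p.i. without morphine and 28.0% with morphine. No separate sub-cluster was found for proliferating fibroblasts, for fibroblasts near the endocardium marked by *spock3* or *nppc*, or for perivascular cells.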

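When 85 ECM genes were left out of the clustering, 15 sub-clusters were found, with an adjusted Rand index of 0.747 to those found with them (1 means identical groupings). The new sub-cluster that held most of each class held 96.2% of the valve-like cells, 96.0% of the *cfd*-like cells, 95.1% of the ventricle-like epicardium, 94.5% of the *cxcl12a*-like cells and 94.3% of the atrium-like epicardium. The *col11a1a*-like class was less well kept, with 72.3% of its cells in 1 new sub-cluster, of which they made up 34.3%. Ventricle-like epicardium made up 64.75% of the new sub-cluster that held most of it. By cell numbers both classes appear to have gone mostly into the same new sub-cluster, so they were not kept apart without ECM genes. For the constitutive-like fibroblasts the share was 44.0%, in a sub-cluster that was 98.9% constitutive-like. Of 25 structural ECM genes tested between *col11a1a*-like and constitutive-like fibroblasts of the same hearts, 1 was higher, the matricellular *postnb*, and 7 were lower, such as the proteoglycan gene *dcn* with a log2 fold change of −1.77 (2 higher and 8 lower when adjusted over the list alone; camera adjusted p = 0.123). Genes that name these classes, such as *col11a1a*, *col12a1a* and *tnc*, were left out of the list. The counts therefore do not show which class is richer in structural ECM. Markers of epicardium rose with the *col11a1a*-like class, such as *s100a10a* with 6.47, so a difference between epicardium and fibroblasts is not told apart here. Of 11 genes of ECM breakdown none was higher and 1 was lower, *timp2b* with −1.86. Of 4 genes of ECM interaction 2 were higher, *itgb4* with a log2 fold change of 3.41 and *itga5* with 1.34, and 1 was lower, *sdc4* with −1.15.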

### Identification of proregenerative cardiac fibroblasts

To focus our analysis on those fibroblast subtypes that may be part of the regenerative niche, we analysed the dynamics of the cell clusters after injury. Three clusters of fibroblasts, characterized by expression of *col11a1a*, *col12a1a* and *nppc*, respectively, were transiently present at the peak of regeneration (3 and 7 d.p.i.) but virtually absent before injury and after regeneration (Fig. 3a, Supplementary Fig. 4c and Supplementary Data File 4). 

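*col11a1a*-like fibroblasts were 24 of 1222 cells of the fibroblast group in the 3 d.p.i. heart without morphine, or 1.96% (1.26 to 2.91%), and 33 of 177 in the heart with morphine, or 18.6% (13.2 to 25.2%). At 7 d.p.i. they were 149 of 1122 without morphine, or 13.3% (11.35 to 15.4%), and 41 of 750 with morphine, or 5.47% (3.95 to 7.34%). No separate *col12a1a*-like or *nppc*-like cluster was found. By counting error alone, counts of 0 allow shares of up to 0.246%, 1.69%, 0.267% and 0.4% of the fibroblast group of these hearts. A count of 0 here means that no cluster took the name, so these limits do not bound how many such cells the hearts held. *col12a1a* also leads the *col11a1a*-like cluster, and *nppc*-like clusters were looked for in the fibroblast group only. From the dynamics of its 3 clusters over hearts before injury, at these times and later (Fig. 3a), the paper reasons that they are transient and so calls them cell states instead of cell types. The *col11a1a*-like class was not found after doublet removal, with cells of at least 100 genes, without the mitochondrial limit, at a clustering resolution of 0.6 or under 3 other sub-clustering settings. With neighbours not balanced over libraries its share averaged 25.4% at 3 d.p.i. and 0.126% at 7 d.p.i.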

Owing to their transient nature, we refer to these three clusters as cell states instead of cell types. Notably, *col12a1a*, a nonfibrillar collagen that may act as a matrix-bridging component, has already been shown to be expressed in epicardial and connective tissues following heart injury^32^ and is known to be involved in regeneration of other organ systems in zebrafish^33^. 

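The *col11a1a*-like class, in which *col11a1a* and *col12a1a* were not told apart, was compared with the constitutive-like fibroblasts of the same 4 hearts. *aldh1a2*, which was not used for the clustering, was higher in the *col11a1a*-like cells in 4 of 4 hearts, with a log2 fold change of 3.15 (standard error 0.42, adjusted p = 0.00111 from edgeR). The Wnt antagonist genes *frzb* and *dkk3b* had log2 fold changes of 1.70 (standard error 0.37, adjusted p = 0.0132) and 0.97 (standard error 0.24, adjusted p = 0.0235). They belong to 4 Wnt modulators tested, of which 3 were higher and none was lower (3 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0135, and adjusted p = 0.604 with an estimated correlation). *snai2*, a transcription factor of the epithelial-to-mesenchymal transition, fell by 2.88 (standard error 0.46, adjusted p = 0.00285), as did *zeb2a* by 1.54 and *twist1a* by 1.11, which makes 3 lower of 6 such genes tested (1 higher and 3 lower when adjusted over the list alone). Of 5 retinoic acid genes 2 were higher and 1, *rbp4*, was lower with a log2 fold change of −1.31 (camera adjusted p = 0.353). Of 21 immediate early genes 4 were lower and none was higher, among them *egr1* with −1.31 and *nr4a1* with −1.53 (8 lower when adjusted over the list alone; camera adjusted p = 0.0123, and adjusted p = 0.604 with an estimated correlation). Markers of epicardium moved with the class: *s100a10a* had a log2 fold change of 6.47 (standard error 0.58, adjusted p = 0.000264) and *slc29a1b* of 4.93 (adjusted p = 0.00039). The largest decreases included *adamtsl2* with −6.09, *ntn1a* with −5.77 and *lfng* with −5.16. In all, 141 of 2016 genes were higher and 169 lower, in part by construction, since the classes were formed from expression. Without the heart block 39 were higher and 42 lower, and 193 passed in all without the 3 d.p.i. heart with morphine and 200 without the 7 d.p.i. heart without morphine. Without the filter on low counts 659 passed.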

Here, *col12a1a* was not only expressed in *col12a1a* fibroblasts but also in *col11a1a* fibroblasts, and these two transient fibroblast subtypes exhibited similar expression profiles overall (Supplementary Fig. 6). 

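Valve-like fibroblasts were 134 cells or 1.37% (1.15 to 1.62%) of the 3 d.p.i. heart without morphine and 8 cells or 0.389% (0.168 to 0.766%) of the heart with morphine. At 7 d.p.i. they were 237 cells or 4.09% (3.59 to 4.63%) without morphine and 76 cells or 1.37% (1.08 to 1.72%) with morphine. Perivascular cells, which surround blood vessels, formed no cluster of their own. By counting error alone, counts of 0 allow shares of up to 0.0307% and 0.146% of the cells of the 3 d.p.i. hearts without and with morphine. At 7 d.p.i. they allow up to 0.0518% and 0.0542%. A count of 0 here means that no cluster took the name, so these limits do not bound the number of perivascular cells. A finer clustering went above some of them. With a finer sub-clustering resolution of 3, chosen after the data were seen, a perivascular-like cluster held 72 cells of the 7 d.p.i. heart without morphine, or 1.24% (0.973 to 1.56%), and 5, 1 and 4 cells of the other hearts. No valve-like class was found among cells with at least 500 genes.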

Two other cell types with ECM-related functions, perivascular cells and valve fibroblasts, also showed increased abundance after injury (Fig. 3a, Supplementary Fig. 4c and Supplementary Data File 4). Other fibroblast types showed only moderate changes after injury. 

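Constitutive-like fibroblasts were 14.2% and 20.9% of the fibroblast group of the 3 d.p.i. hearts without and with morphine, and 31.5% and 20.3% at 7 d.p.i. *cfd*-like fibroblasts, named for a gene of the complement system, were 6.96% and 6.78% at 3 d.p.i. and 13.5% and 9.73% at 7 d.p.i. *cxcl12a*-like fibroblasts were 4.66% of the fibroblast group of the 3 d.p.i. heart without morphine, 0 of 177 cells with morphine, 0.802% at 7 d.p.i. without morphine and 11.87% with morphine. Values of hearts at the same time were as far apart as those of hearts at different times for this last class.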

Importantly, established markers for ‘activated’ fibroblasts including *postnb*^17^ captured some but not all fibroblast clusters that are generated following injury and were also expressed in nonfibroblast populations including epicardial cells (Supplementary Fig. 6), suggesting that previous marker-based analyses have underestimated the transcriptional diversity of the cardiac fibroblast population.

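*postnb*, which encodes the matricellular protein periostin, was higher in the fibroblast group than in the other cells of the same hearts, with a log2 fold change of 6.56 (standard error 0.38, adjusted p = 0.00036 from edgeR). *postnb* was at 6484 ± 2958 CPM in *cxcl12a*-like fibroblasts (SD, n = 2 hearts) and at 5938 ± 7200 in *col11a1a*-like fibroblasts (n = 4). The level of *postnb* was 1991 ± 998 in ventricle-like epicardium (n = 4) and 2054 ± 30.4 in atrium-like epicardium (n = 2). In *cfd*-like fibroblasts *postnb* was at 598 ± 673, in constitutive-like fibroblasts at 238 ± 131 (n = 4 each) and in valve-like fibroblasts at 115 ± 59.3 (n = 3). Cardiomyocytes, which should lack it, had 24.3 ± 37.1 (n = 4). Against constitutive-like fibroblasts of the same hearts, *col11a1a*-like cells had 3.87 more *postnb* on the log2 scale (standard error 0.40, adjusted p = 0.000321).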

**Fig. 3:**
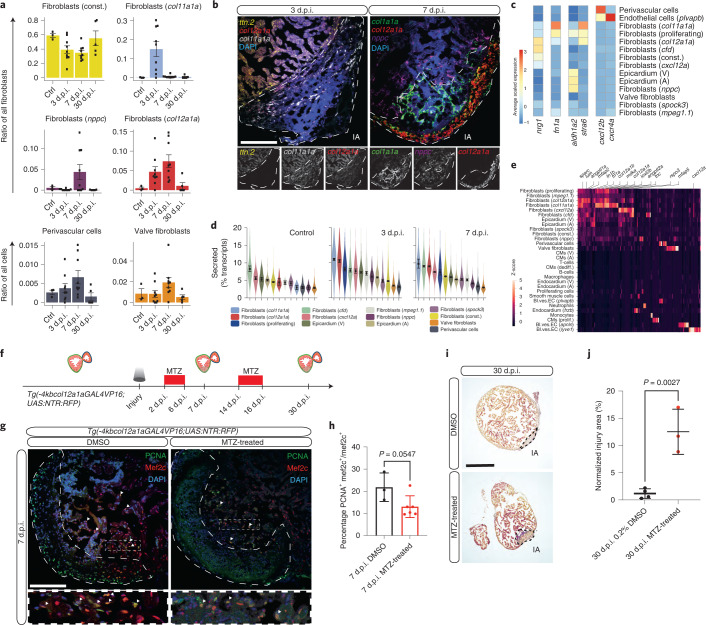
Identification of proregenerative cardiac fibroblasts. **a**, Cell number dynamics of selected fibroblast subclusters across the time points (*n* = 3, 9, 9, 5 animals; error bars show s.e.m.). **b**, Fluorescence in situ hybridization of marker genes. Left panel: const. fibroblasts (green), *col12a1a* fibroblasts (red) and *nppc* fibroblasts (purple) at 7 d.p.i. Right panel: *col12a1a* fibroblasts (red), *col11a1a* fibroblasts (white) and dedifferentiated CMs expressing *ttn.2* (yellow) at 3 d.p.i. Injury areas (IA) are indicated with a dashed white line. Scale bar, 100 μm. **c**, Average expression of selected signalling genes in fibroblast subclusters. Blood vessel endothelial cells are included to show their interaction with perivascular cells via Cxcl12b–Cxcr4a signalling. **d**, Mean secretome expression of fibroblast cell types (*n* = 1,947, 8,611 and 17,261 cells; error bars indicate 3 × s.e.m.; *y* axis truncated for readability; full plots in Supplementary Fig. 10a). **e**, Differentially expressed secretome genes at 3 d.p.i. Genes with a reported function in regeneration, morphogenesis, tissue development or angiogenesis are highlighted (Bl. ves. EC: Blood vessel endothelial cells). **f**, Schematic of the ablation experiment for *col12a1a*-expressing cells. **g**, Immunostaining of sections of cryoinjured hearts of *Tg(-4kbcol12a1aGAL4VP16;UAS:NTR:RFP)* zebrafish treated with DMSO and MTZ at 7 d.p.i.; sections stained for Mef2c (CMs, red), PCNA (proliferation marker, green) and DNA (DAPI, blue). Arrowheads point to PCNA^+^ CMs; white dashed lines indicate IA. Scale bar, 100 μm. **h**, Percentages of PCNA^+^ CMs in DMSO-treated fish (*n* = 3) and MTZ-treated fish (*n* = 6) at 7 d.p.i. *n* represents biologically independent samples from two independent experiments. Data are shown as mean and s.d. Two-tailed unpaired Student’s *t* test, *P* = 0.0547. **i**, Histological comparison of the IA at 30 d.p.i. with and without MTZ treatment. Scale bar, 300 μm. **j**, Relative size of the IA across all histological replicates at 30 d.p.i. in 0.2% DMSO- (*n* = 4) and MTZ-treated (*n* = 3) samples. *n* represents biologically independent samples from two independent experiments. Data are shown as mean and s.d. Two-tailed unpaired Student’s *t* test, *P* = 0.0027. Source data

To spatially resolve the identified fibroblasts, we performed fluorescence in situ hybridization (Fig. 3b and Supplementary Figs. 7 and 8). This analysis confirmed the location of the transient fibroblast cell states in the border zone as well as the injury area. We next wanted to understand which of the transient fibroblasts expressed signalling factors involved in heart regeneration (Fig. 3c and Supplementary Fig. 9). 

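*fn1a* was at 1263 ± 1043 CPM in *col11a1a*-like fibroblasts (SD, n = 4 hearts), at 388 ± 160 in constitutive-like fibroblasts and at 355 ± 185 in *cfd*-like fibroblasts. It was at 227 ± 295 in ventricle-like epicardium and at 9.02 in cardiomyocytes. Between *col11a1a*-like and constitutive-like fibroblasts of the same hearts *fn1a* was higher in 4 of 4 hearts, with a log2 fold change of 1.22 that did not pass the test (standard error 0.43, adjusted p = 0.0893 from edgeR). In the heart with morphine at 3 d.p.i. *fn1a* reached 2724 (2604 to 2849) in *col11a1a*-like cells. *nrg1* was rare. It had 34 UMIs in 715 constitutive-like fibroblasts, at 30.8 ± 27.3 CPM, and 19 UMIs in 322 *cfd*-like fibroblasts, at 34.0 ± 38.65. *col11a1a*-like fibroblasts, which had *col12a1a* among their leading genes, had 2 UMIs of *nrg1* in 247 cells, at 0.713 ± 1.43. No separate *col12a1a*-like cluster was found, so *nrg1* could not be read in that state. Outside the fibroblasts, *nrg1* was at 36.0 ± 58.2 in *plvapb*-like endothelium, at 8.23 ± 5.68 in endocardium and endothelium together and at 1.98 ± 2.71 in cardiomyocytes.

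**Figure D2:**
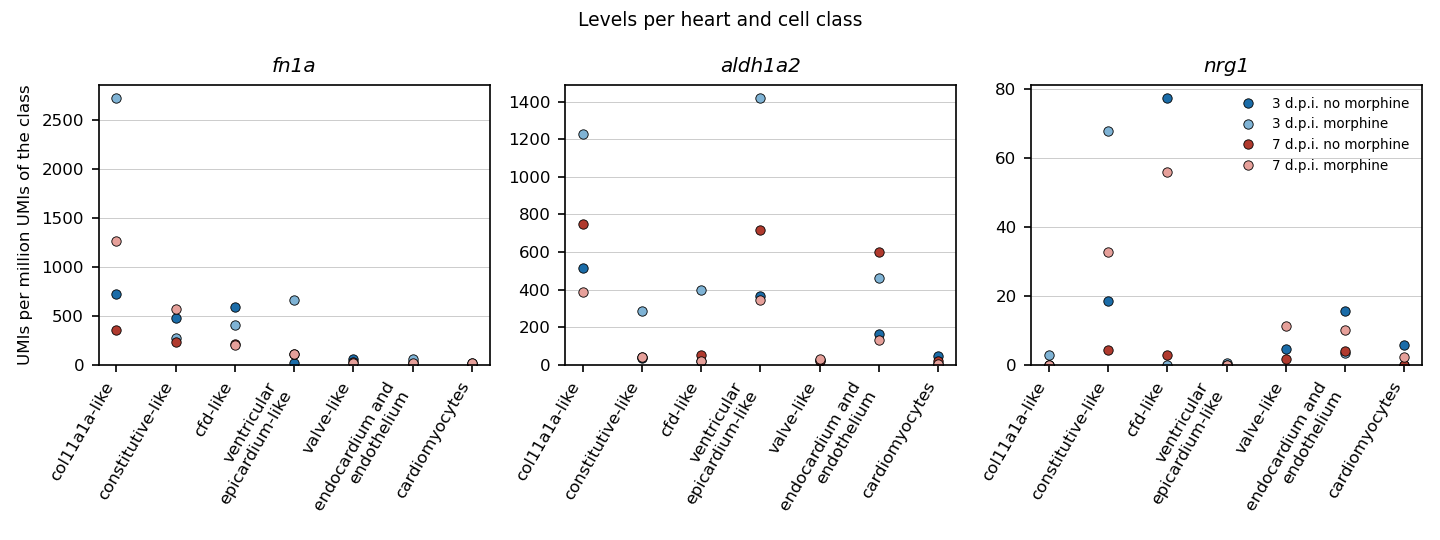
Levels of *fn1a*, *aldh1a2* and *nrg1* in UMIs per 1000000 UMIs of the class (CPM), for 7 cell classes; each point is 1 of the 4 hearts at 3 and 7 d.p.i. with at least 10 cells of the class. *fn1a* was at 1263 ± 1043 (SD, n = 4) in *col11a1a*-like fibroblasts.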

We found particularly high expression of *nrg1* in *col12a1a* fibroblasts, whereas *fn1a* was expressed almost exclusively in *col11a1a* fibroblasts. Furthermore, we observed that retinoic acid *(aldh1a2)* was produced at high levels by *nppc* fibroblasts as well as in the epicardium (Supplementary Fig. 8) and at lower levels in the endocardium (Supplementary Fig. 9). 

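*aldh1a2*, the enzyme that makes retinoic acid, was at 713 ± 501 CPM in ventricle-like epicardium (SD, n = 4 hearts) and at 320 ± 4.101 in atrium-like epicardium (n = 2). Its level in endocardium was 446 ± 247 in atrium-like and 383 ± 229 in ventricle-like cells (n = 4 each). Among fibroblasts *aldh1a2* was at 720 ± 370 in *col11a1a*-like cells, at 122 ± 186 in *cfd*-like cells and at 100.8 ± 125 in constitutive-like cells (n = 4 each). Cardiomyocytes had 19.1 CPM of *aldh1a2*. The values of epicardium and endocardium overlapped between hearts. No *nppc*-like fibroblast cluster was found, so *aldh1a2* could not be read in it.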

The retinoic acid readout gene *stra6 (stimulated by retinoic acid 6)*^34,35^ was expressed highly in *col11a1a*, *col12a1a* and proliferating fibroblasts (but not in cardiomyocytes), suggesting possible communication between these cell types. Moreover, we noticed a very specific interaction between perivascular cells and blood vessel endothelium via Cxcl12b–Cxcr4a chemokine signalling. 

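*stra6*, a receptor for the retinol carrier protein, was too rare in these 4 hearts for a comparison of classes. It had 5 UMIs in the 3271 cells of the fibroblast group, or 0.464 CPM (exact Poisson interval 0.151 to 1.08). Of these UMIs of *stra6*, 1 lay in 247 *col11a1a*-like fibroblasts and 3 in 323 cells of ventricle-like epicardium. In 5421 cardiomyocytes *stra6* had 0 UMIs, which allows up to 0.531 CPM, so a difference from the fibroblast group was not detectable at this depth.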

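*cxcl12b*, a chemokine gene, was at 1686 CPM in the perivascular-like cluster that a finer sub-clustering found in 1 heart, the 7 d.p.i. heart without morphine (160 UMIs in 72 cells). Its level was 510 ± 211 in *plvapb*-like endothelium (SD, n = 4 hearts) and 2.68 in cardiomyocytes. In the fibroblast group against all other cells *cxcl12b* had a log2 fold change of 0.12 (adjusted p = 0.925 from edgeR). *cxcr4a*, the gene of the Cxcl12 receptor, was at 38.1 ± 47.5 in *plvapb*-like endothelium, the class with the markers of blood vessels (n = 4). *cxcr4a* was at 53.4 ± 44.7 in T-cell-like cells, at 0.757 in atrium-like endocardium and at 1.57 in cardiomyocytes.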

Perivascular cells are known regulators of blood vessel formation^36^, and it was recently shown that Cxcl12b–Cxcr4a signalling is important for revascularization of the regenerating heart^6^.

We reasoned that a potential proregenerative function of transient cell states might be driven by secreted factors. Bioinformatic analysis revealed that expression of secretome genes increased in regenerating hearts at 3 d.p.i. and 7 d.p.i. compared with uninjured control hearts (Fig. 3d and Supplementary Fig. 10a). 

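Secreted-protein genes of Supplementary Data File 5 took 7.62% of the UMIs of *col11a1a*-like fibroblasts and 3.93% of those of constitutive-like fibroblasts in the 3 d.p.i. heart without morphine. In the other hearts the values were 7.65% and 7.00% at 3 d.p.i. with morphine, 5.65% and 6.70% at 7 d.p.i. without morphine, and 5.52% and 4.121% at 7 d.p.i. with morphine. The mean difference was 1.18 percentage points (SD 1.97, n = 4 hearts), and it was above 0 in 3 of 4 hearts (exact two-sided sign-flip test, p = 0.375, where 0.13 is the smallest p that 4 hearts allow). Without the 3 d.p.i. heart without morphine the mean difference was 0.336. Across the classes the share was 7.30 ± 1.74% in *cfd*-like fibroblasts, 6.61 ± 1.18% in *col11a1a*-like fibroblasts and 5.44 ± 1.64% in constitutive-like fibroblasts (SD, n = 4 hearts each). It was 2.53% in valve-like fibroblasts, 1.07% in immune cells and 0.804% in cardiomyocytes. Of 150 of these genes tested between the fibroblast group and all other cells, 86 were higher, among them *fstb* with a log2 fold change of 6.14, and 23 lower (92 and 28 when adjusted over the list alone). The camera test gave an adjusted p = 5.26e-22 with the preset correlation and an adjusted p = 0.0341 with an estimated correlation. Of 73 tested between *col11a1a*-like and constitutive-like fibroblasts, 7 were higher and 15 lower, among the lower the complement gene *c4* with −3.48 and *clu* with −2.44 (8 and 22 when adjusted over the list alone; camera adjusted p = 0.123). The study chose this list on data that include these hearts, so its counts are not independent evidence.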

The *col11a1a* and *col12a1a* fibroblasts had the highest secretome expression of all detected cell clusters, and their secretome was enriched in genes with known functions in regeneration, morphogenesis and tissue development (Fig. 3e, Supplementary Fig. 10b and Supplementary Data File 5). 

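*angptl1a*, which encodes a secreted angiopoietin-like protein, had a log2 fold change of 5.14 between the fibroblast group and the other cells of the same hearts (standard error 0.41, adjusted p = 0.000665 from edgeR, n = 4 hearts). *angptl2a*, of the same family, had a log2 fold change of 5.48 (standard error 0.40, adjusted p = 0.000556). *angptl1a* was at 164 ± 106 CPM in *cfd*-like fibroblasts, at 143 ± 63.0 in constitutive-like fibroblasts and at 67.3 ± 63.6 in *col11a1a*-like fibroblasts (SD, n = 4 hearts). Between the last pair its log2 fold change was −1.87 (standard error 0.62, adjusted p = 0.0725), which did not pass the test. *angptl2a* was at 40.0 ± 36.06 in constitutive-like, 24.2 ± 25.3 in *col11a1a*-like and 15.6 ± 5.03 in *cfd*-like fibroblasts. In endocardium and endothelium *angptl1a* was at 2.11 CPM.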

The secretome at 3 d.p.i. was also enriched in genes with functions in angiogenesis (for example, *angptl1a* and *angptl2a*), suggesting a possible role of these cell types in revascularization. We next performed ligand–receptor analysis of the identified cell clusters (Methods). We found that the number of putative cell–cell interactions increased drastically after injury and peaked at 3 d.p.i., with a noticeable enrichment of both incoming (receptor) and outgoing (ligand) cell interactions in fibroblast subtypes (Supplementary Fig. 11).

Although our spatiotemporal analysis of single-cell gene expression profiles strongly suggested a proregenerative function of transient fibroblasts, additional experiments were needed to validate this hypothesis. To functionally assess the role of the transient *col11a1a* and *col12a1a* fibroblasts, we applied targeted genetic cell ablation using the nitroreductase/metronidazole (NTR/MTZ) system^37^. We generated and characterized a transgenic line labelling *col12a1a*-expressing fibroblasts, *Tg(-4kbcol12a1a:GAL4VP16;UAS:NTR:RFP)*, subsequently referred to as *col12a1a*>NTR:RFP (Supplementary Fig. 12a–d and Methods). At 7 d.p.i., MTZ-treated *col12a1a*>NTR:RFP fish displayed a marked reduction in RFP expression, in line with our experimental design (Supplementary Fig. 12e). Whereas the injury area in *col12a1a*-depleted hearts at 7 d.p.i. looked normal overall (Supplementary Fig. 12f), five of six hearts displayed reductions in cardiomyocyte proliferation upon depletion of *col12a1a*-expressing cells compared with the vehicle control (Fig. 3g,h). At 30 d.p.i., we found that heart regeneration was significantly impaired by *col12a1a*^*+*^ cell ablation (Fig. 3i,j), suggesting that *col12a1a*-expressing fibroblasts contribute to regeneration. Although it was not possible to formally rule out the possibility that depletion of *col12a1a*-expressing cells may also lead to some tissue degradation of the ventricle independent of a regeneration defect, such effects would be expected to be minor, owing to the lack of *col12a1a* reporter expression in the uninjured ventricle (Supplementary Fig. 12c) and the lack of any visible degeneration outside the injury site (Supplementary Fig. 12e).

In summary, we identified three fibroblast states with potential proregenerative roles during heart regeneration: *col11a1a*, *col12a1a* and *nppc* fibroblasts. Our genetic cell ablation data strongly indicate a role for *col12a1a*-expressing cells in the regenerative niche. However, from which cell types these activated cell states are derived remains to be determined.

### Identification of epicardial fibroblasts

We next aimed to elucidate the origins of the transient fibroblast states in order to better understand their mechanism of activation. Trajectory inference using partition-based graph abstraction (PAGA)^38^ suggested a dense network of possible transitions between all fibroblast subtypes (Supplementary Fig. 13). We reasoned that the large number of putative trajectories might be a computational artifact caused by a multitude of transcriptionally similar cell types, which might be generated by convergent differentiation pathways. We therefore decided to include explicit lineage information and analyse lineage relationships in a high-throughput manner using the LINNAEUS method^24^. In LINNAEUS, cells are marked by heritable DNA barcodes (genetic scars) that are created by Cas9 during early development (Methods) and whose distinct sequences identify cells that descended from the same parent at the time the scars were created. Here, we injected Cas9 into one-cell-stage embryos in order to record lineage relationships during early development until gastrulation^24^ (Fig. 1a), which we read out later in the adult heart (all lineage trees are shown in Supplementary Figs. 14–17). By sequencing scars and transcriptomes from the same single cells, we could build lineage trees that revealed the shared developmental origins of the cell types (Fig. 4a and Methods).

**Fig. 4:**
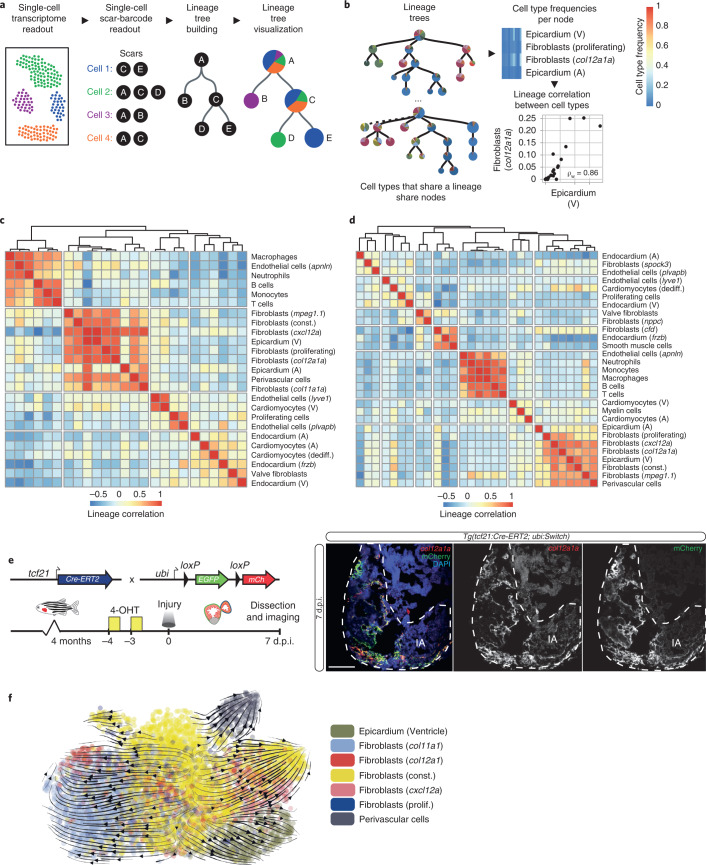
Identification of epicardial fibroblasts. **a**, Cartoon of lineage tree construction using LINNAEUS. **b**, Weighted correlations of cell types over the tree were calculated to quantify lineage similarity. **c**,**d**, Clustering by lineage correlations at 3 d.p.i. (**c**) and 7 d.p.i. (**d**) revealed the epicardial origin of many niche fibroblasts. **e**, Cre–*lox* lineage tracing confirmed the epicardial origin of *col12a1a*-expressing cells. Scale bar, 100 μm. **f**, Trajectory analysis suggested constitutive fibroblasts as the source of *col11a1a* and *col12a1a* fibroblasts at 3 d.p.i. Source data

We first validated this approach in the adult heart using two control experiments. As expected, when preparing separate single-cell suspensions for the atrium and ventricle, the lineage tree showed separate atrial and ventricular branches, whereas a randomly split suspension did not show branch separation (Supplementary Fig. 18). We next sought to integrate the data across biological replicates in order to infer reproducible lineage relationships between cell types. In a lineage tree, all cells in a node share the same developmental ancestor, and any transient cell originating from a cell in a node can be found in the same node. We calculated correlations between cell type ratios in the different tree nodes to determine which cell types were related by lineage (Fig. 4b and Methods). Hierarchical clustering of these correlations revealed four clusters of cell types at 3 d.p.i. and seven clusters at 7 d.p.i. (Fig. 4c,d, Supplementary Fig. 19 and Methods). At both time points, all immune cells shared a common lineage, validating our approach. We observed a clustering of several fibroblast types, including *col11a1a*, *col12a1a* and constitutive fibroblasts, together with epicardial cells, strongly suggesting that these fibroblast cell types share a developmental origin with the epicardium (Fig. 4c,d).

To validate the lineage origins of *col11a1a* and *col12a1a* fibroblasts, we performed a genetic Cre–*lox* lineage tracing experiment in regenerating hearts using the transgenic line *TgBAC(tcf21:Cre-ERT2; ubi:Switch)*. 

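*tcf21*, a transcription factor gene of the epicardial lineage, had a log2 fold change of 5.65 between the fibroblast group and all other cells of the same 4 hearts (standard error 0.54, adjusted p = 0.000997 from edgeR). *tcf21* was at 255 ± 108 CPM in atrium-like epicardium (SD, n = 2 hearts) and at 184 ± 40.7 in ventricle-like epicardium (n = 4). It was at 203 ± 59.8 in constitutive-like, 182 ± 84.5 in *col11a1a*-like and 134 ± 74.2 in *cfd*-like fibroblasts (n = 4 each), and at 64.8 ± 3.84 in *cxcl12a*-like fibroblasts (n = 2). In valve-like fibroblasts *tcf21* was at 9.65 ± 4.31 (n = 3) and in cardiomyocytes at 3.37. Between *col11a1a*-like and constitutive-like fibroblasts its log2 fold change was −0.34 (standard error 0.26, adjusted p = 0.428).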

Our scRNA-seq data showed that *tcf21* was expressed in epicardial cells, constitutive fibroblasts and other fibroblast types of the epicardial cluster (Supplementary Fig. 20). After recombination, expressed mCherry at 7 d.p.i. colocalized with endogenously expressed *col12a1a* (Fig. 4e), corroborating the origin of the transient *col11a1a* and *col12a1a* fibroblasts as being the epicardium or epicardial-derived fibroblasts.

LINNAEUS reliably identifies the developmental origins of cell types, but lineage recording is limited to early development. It therefore remained unclear from which source cell type the transient fibroblasts originated following injury in the adult heart – for instance, we could not distinguish whether *col11a1a* and *col12a1a* fibroblasts were derived from epicardial cells, constitutive fibroblasts or any other cell type in the epicardial cluster. Furthermore, expression of *tcf21* is not specific enough to address this question using Cre–*lox* lineage tracing (Supplementary Fig. 20), and reporter-based approaches reach their limits when analysing cell states with high resolution (our data did not identify suitable marker genes that could be used for lineage tracing of constitutive fibroblasts). To further elucidate the origins of the transient epicardial fibroblast states, we therefore applied a transcriptome-based trajectory inference method based on PAGA and RNA velocity^39^ to all ventricular cell types from epicardial lineage clusters at 3 d.p.i. and 7 d.p.i. (Fig. 4f, Supplementary Fig. 21 and Methods). At both time points, this approach showed that transient *col11a1a* and *col12a1a* fibroblasts originated from constitutive fibroblasts (Fig. 4f and Supplementary Fig. 21a) and suggested that the extremely transient *col11a1a* fibroblasts (which were only present at 3 d.p.i.) turned into *col12a1a* fibroblasts at 7 d.p.i. Genes that were upregulated along these trajectories were those encoding collagens *col11a1a* and *col12a1a*, proregenerative ECM factor *fn1a*, epicardial activation marker *postnb*, retinoic acid signalling response gene *stra6* and cardiomyocyte mitogen *nrg1* (Supplementary Fig. 21b,c).

### Identification of endocardial fibroblasts

The transient *nppc* fibroblasts and several other fibroblast subtypes (*spock3*, *cfd* and valve fibroblasts) were not part of the epicardial lineage cluster at 3 d.p.i. or 7 d.p.i. but displayed moderate positive correlations with the endocardium and with each other. We reasoned that our correlation-based analysis had an underlying assumption that all clones would exhibit similar transition rates (Fig. 5a). This assumption may not be true for all cell types, as clones located in the uninjured part of the heart may not respond to the perturbation. When downsampling to 50% of the clones, we found that the cluster of epicardial fibroblasts remained stable, whereas the correlations among *nppc*, *spock3*, *cfd* and valve fibroblasts varied between iterations (Supplementary Fig. 22 and Methods). Such variability would be expected if there were considerable differences between the activation profiles of the individual clones that make up these cell types.

**Fig. 5:**
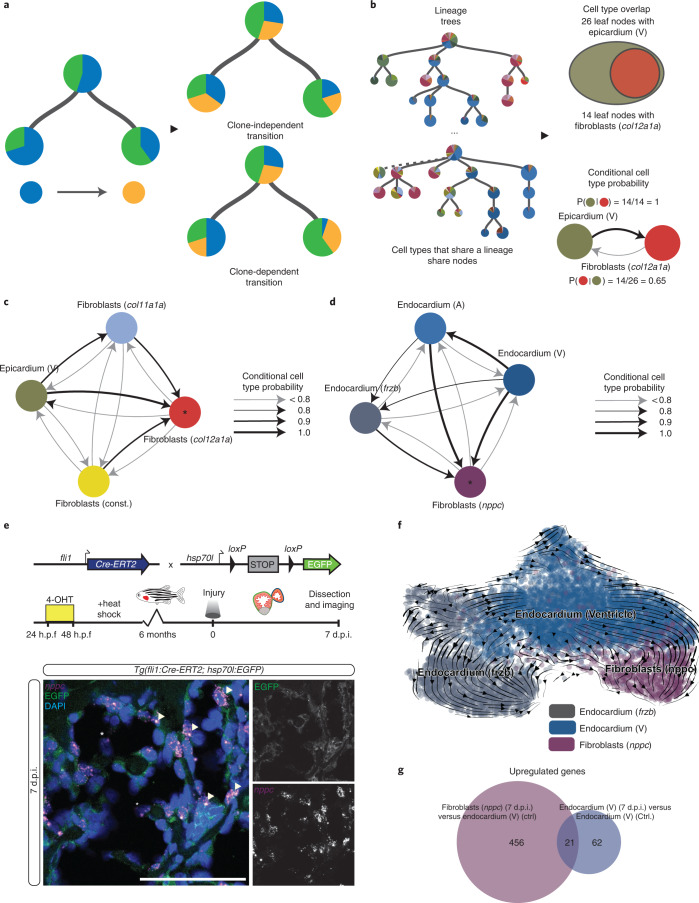
Identification of endocardial fibroblasts. **a**, Clone-independent transitions (for example 50%, top) showed similar transition rates across clones, leading to a strong correlation between yellow and blue cell types. Clone-dependent transition rates (for example 30% and 80%, bottom) caused yellow and blue cell types to lose correlation, requiring a different approach for lineage analysis. **b**, Conditional cell type probabilities could pinpoint lineage origins despite clone-dependent transitions. **c**, Conditional probabilities reproduced the epicardial lineage origin of *col12a1a* fibroblasts. **d**, Endocardial cell types were present in more than 80% of all nodes containing *nppc*, *spock3* and valve fibroblasts. Asterisks in **c** and **d** indicate the queried cell type. **e**, Cre–*lox* lineage tracing confirmed the endocardial origin of *nppc*-expressing fibroblasts in cryoinjured hearts at 7 d.p.i. Sections were stained for GFP (green) and *nppc* (magenta). Arrowheads point to *nppc* and EGFP colocalization. Asterisks point to *nppc*-positive delaminating cells. Scale bar, 100 μm. **f**, Trajectory analysis revealed a potential transition from endocardial cells to *nppc* fibroblasts. **g**, Venn diagram of upregulated genes in *nppc* fibroblasts compared with activated endocardium (7 d.p.i.). Source data

We therefore developed a second computational approach, in which we analysed the conditional probabilities of co-occurrence of a cell type of interest with all other cell types (Fig. 5b and Methods). We reasoned that such a targeted approach would yield more reliable results specifically for cell populations of variable clonal behaviour. As validation, we found that *col11a1a* fibroblasts, constitutive fibroblasts and epicardium (ventricle) were present in >90% of the 3 d.p.i. lineage tree nodes that contained *col12a1a* fibroblasts (Fig. 5c). At 7 d.p.i., we found that the different endocardial cell types (endocardium (atrium), endocardium (ventricle) and endocardium (*frzb*)) were present in more than 80% of all nodes containing transient *nppc* fibroblasts, suggesting a lineage relationship between this fibroblast type and the endocardium (Fig. 5d). Similarly, the analysis suggested that *spock3* and valve fibroblasts were also of endocardial origin, whereas *cfd* fibroblasts were of epicardial origin (Supplementary Fig. 23). Hence, our analysis revealed the existence of three endocardial-derived fibroblast subtypes (*nppc*, *spock3* and valve fibroblasts), whereas all other fibroblasts shared a lineage origin with the epicardium. To validate our computational approach, we performed genetic lineage tracing using the transgenic line *Tg(fli1:Cre-ERT2; hsp70l:Switch)*, which, after embryonic recombination, marks endothelial cells in the adult heart^14,17^. Expressed EGFP at 7 d.p.i. colocalized with endogenously expressed *nppc* (Fig. 5e), corroborating the endocardial origin of the transient *nppc* fibroblasts.

Only ~20% of the nodes with endocardium (ventricle) contained *nppc* fibroblasts (Supplementary Fig. 24a), suggesting that endocardial fibroblasts are only generated in a subset of the endocardium, potentially in the injury area. This clone-specific injury reaction of the endocardium would explain why targeted lineage analysis based on conditional probabilities outperforms correlation-based lineage analysis. We hypothesized that the internal position of the endocardium, as well as the transient nature and low clonality of the *nppc* fibroblasts, might mean that these cells are only generated from damaged endocardial clones. We confirmed that longer contact of the cryoprobe with the heart led to a larger injury area and resulted in much stronger *nppc* expression beyond the border zone, compared with injuries resulting from shorter contact times (Supplementary Fig. 24b,c and Methods).

Trajectory analysis revealed transcriptional similarity and a potential transition path between ventricular endocardium and *nppc* fibroblasts (Fig. 5f). We observed that *nppc* fibroblasts continued to express endothelial genes (for example *vwf* and *fli1a*) in addition to ECM genes, suggesting that they maintain at least part of their endocardial gene expression after turning on a fibrotic gene expression program. This prompted us to investigate in more detail to what degree the gene expression profile of these cells had fibroblast characteristics. In particular, we considered whether the *nppc* fibroblasts might correspond to the activated endocardium that was previously described after injury^13^. We observed from our single-cell transcriptomic data that the endocardium underwent an activation response at 7 d.p.i. compared with healthy control hearts (Fig. 5g). However, this response was weaker than and only partially overlapping with the gene expression profile of *nppc* fibroblasts. Hence, the endocardium responds to injury with two separate transcriptional responses, which differ in the magnitude of their expression changes and which have not been systematically distinguished in the previous literature. Differentially expressed genes of *nppc* fibroblasts include many ECM-related factors (which led us to identify this cluster as a fibroblast state as shown in Fig. 2c) (Supplementary Data File 3). Furthermore, we noticed that *nppc* fibroblasts had upregulation of *twist1b* and express *snail2*, both of which are classical markers of epithelial-to-mesenchymal transition. This, together with the observation that some *nppc*^+^ cells appeared to be delaminating in our microscopy images (Fig. 5e), suggested that *nppc* fibroblasts may undergo at least a partial transition toward a mesenchymal state. However, as we did not observe a clear downregulation of VE-cadherin (*cdh5*) or upregulation of N-cadherin (*cdh2*), we speculate that *nppc* fibroblasts do not acquire full mesenchymal characteristics. Of note, it was previously reported that endocardial cells express collagen following injury but do not undergo a complete epithelial-to-mesenchymal transition^17^, whereas another publication showed that a minor proportion of endocardial cells appear to undergo a more complete transition^14^.

In summary, our analyses revealed a clear separation of epicardial- and endocardial-derived fibroblasts, with both lineages giving rise to distinct transient fibroblast states following injury. An epicardial origin for cardiac fibroblasts has also recently been established in zebrafish^14,40,41^, and our analysis provides strong evidence for the existence of fibroblasts of endocardial origin in the atrium and ventricle, as previously suggested in mouse^42,43^ and zebrafish^14^.

### Cellular dissection of the role of canonical Wnt signalling

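Wnt ligands, receptors and secreted modulators were compared in the 3 and 7 d.p.i. hearts. Of 12 modulators tested between the fibroblast group and all other cells of the same 4 hearts, 8 were higher and 1 lower (8 and 1 when adjusted over the list alone). The activator *rspo3* had a log2 fold change of 5.27 (standard error 0.37, adjusted p = 0.00049 from edgeR) and *rspo1* of 4.16. The antagonists *sfrp1a* and *dkk3b* had log2 fold changes of 6.11 and 4.36 (adjusted p = 0.000726 and 0.00036), and *frzb*, also an antagonist, had 3.19 and reached 791 normalized CPM. The camera test of the modulators gave an adjusted p = 2.06e-10 with the preset correlation and an adjusted p = 0.205 with an estimated correlation. Of 10 receptors tested 2 were higher and none was lower, *fzd7b* with a log2 fold change of 2.18 and *fzd7a* with 1.58 (2 when adjusted over the list alone; camera adjusted p = 0.128). The receptor *ror2*, at 0.83 (adjusted p = 0.086), did not pass the test. Of 25 Wnt ligand genes in the files 5 had at least 10 UMIs in the fibroblast group. *wnt11r* had 601 UMIs there and a log2 fold change of 1.95 (standard error 0.24, adjusted p = 0.00207), while *wnt11* had 22, *wnt5b* 20, *wnt4a* 19 and *wnt16* 15.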

We noticed that fibroblasts expressed many genes related to Wnt signalling (ligands, receptors and modulators) (Fig. 6a and Supplementary Fig. 25), which inspired us to investigate the role of canonical Wnt signalling in this system. The role of Wnt signalling in heart regeneration remains an important open question^44^. On the one hand, Wnt is generally considered to be a proproliferative factor, and Wnt activation has been shown to be beneficial for zebrafish fin and spinal cord regeneration^33,45^. On the other hand, the role of Wnt signalling in cardiomyocyte dedifferentiation and proliferation is controversial^46–48^. We hypothesized that Wnt might exert its complex functions by regulating activation of proregenerative cell states, and we investigated whether cells with a shared lineage origin exhibited similar changes following a stimulus, that is, whether lineage relationship is predictive of perturbation response.

**Fig. 6:**
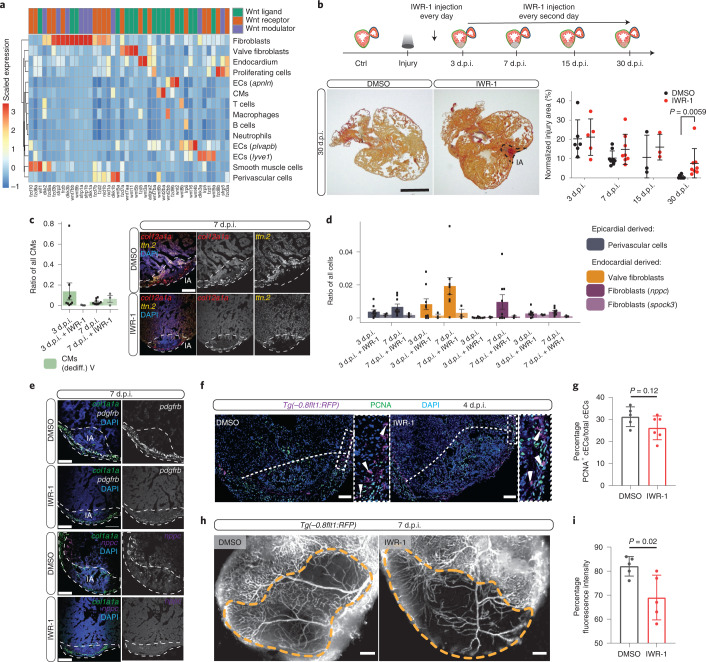
Cellular dissection of the role of canonical Wnt signalling. **a**, Expression of Wnt signalling factors in different cell types of the zebrafish regenerating heart. **b**, Upper panel: cartoon summary of IWR-1 Wnt inhibition experiments. Lower left: histological comparison of the IA at 30 d.p.i. with intraperitoneal (IP) injections of IWR-1 or DMSO. In the paraffin AFOG-stained sections, fibrin-red and collagen-blue are clearly visible in the IA in IWR-1-treated samples at 30 d.p.i. Scale bar, 300 μm. Lower right: relative size of the IA area as a percentage across all histological replicates; data shown as mean and s.d. Two-tailed unpaired Student’s *t* test between groups at each time point, *P* = 0.0059. **c**, Left: changes in relative numbers of dedifferentiated CMs at 3 and 7 d.p.i. between IWR-1- and DMSO-treated hearts (error bars indicate s.e.m.). Right: localization of dedifferentiated (*ttn.2*) cardiomyocytes at 7 d.p.i. with and without Wnt inhibition. Scale bar, 100 μm. **d**, Changes in relative numbers of non-CMs following Wnt inhibition at 3 and 7 d.p.i. (error bars indicate s.e.m.). **e**, Fluorescence in situ hybridization of perivascular cells (*pdgfrb*, white) and *nppc* fibroblasts (*nppc*, purple) at 7 d.p.i. with and without Wnt inhibition. Scale bar in **c** and **e**, 100 μm. White dashed lines indicate the IA. **f**, Immunostaining of *Tg(-0.8flt1:RFP)* hearts at 4 d.p.i. with and without Wnt inhibition; RFP (coronaries, magenta), PCNA (proliferation marker, green) and DNA (DAPI, blue). Arrowheads point to PCNA^+^ cECs, white dashed lines indicate the IA. Scale bar, 100 μm. **g**, Percentages of PCNA^+^ cECs in DMSO-injected (*n* = 5) and IWR-1-injected (*n* = 6) fish at 4 d.p.i. Data are shown as mean and s.d. Two-tailed unpaired Student’s *t* test, *P* = 0.12. **h**, Whole-mount images of *Tg(-0.8flt1:RFP)* hearts at 7 d.p.i. with and without Wnt inhibition. Orange dashed lines indicate injury area. Scale bar, 100 μm. **i**, Percentages of RFP fluorescence intensity in injured tissue of DMSO-injected (*n* = 5) and IWR-1-injected (*n* = 5) fish at 7 d.p.i. Data are shown as mean and s.d. Two-tailed unpaired Student’s *t* test, *P* = 0.02. Source data

We therefore inhibited canonical Wnt signalling after cryoinjury using the well-characterized Wnt/β-catenin-dependent signalling inhibitor IWR-1 and observed the effects at 3, 7, 15 and 30 d.p.i. (Fig. 6b and Methods). Wnt/β-catenin signalling inhibition led to a significant delay in heart regeneration, with prolonged fibrosis and increased size of injury area compared with the control (Fig. 6b). Single-cell transcriptomics of IWR-1-treated hearts at 3 d.p.i. and 7 d.p.i. revealed that cardiomyocyte dedifferentiation was delayed (Fig. 6c). Compared with control samples, numbers of dedifferentiated cardiomyocytes were reduced at 3 d.p.i., and they did not localize to the injury area at 7 d.p.i. (Fig. 6c).

Levels of perivascular cells and all endocardial fibroblasts (*nppc*, *spock3* and valve fibroblasts) were strongly reduced after Wnt inhibition, whereas the other transiently increased fibroblasts remained at similar levels overall (Fig. 6d, Supplementary Fig. 26 and Supplementary Data File 4). Specifically, the overall abundance of *col11a1a* and *col12a1a* fibroblasts did not change (Supplementary Fig. 26), even though *col12a1a* fibroblast numbers peaked earlier after Wnt inhibition (at 3 d.p.i. instead of 7 d.p.i.); this may have been an indirect effect due to the observed impairment of heart regeneration. We confirmed these findings by fluorescence in situ hybridization (Fig. 6e). These observations strongly suggest that Wnt signalling is required for the activation of endocardial fibroblasts, akin to the described role of Wnt in inducing endothelial-to-mesenchymal transition in mice^49,50^.

We next wanted to understand how the absence of these cell types could mediate the observed delay in regeneration. Perivascular cells are known to exert a proangiogenic function through signalling and mechanical stabilization of nascent vasculature^51^. High expression of the chemokine *cxcl12b* in perivascular cells in our data set (Fig. 3c) further supported the putative proangiogenic role of these cells. Furthermore, NPPC signalling has been shown to have a complex range of functions in the cardiovascular system^52,53^ and has recently been suggested to be involved in fin regeneration^54^. We therefore hypothesized that Wnt inhibition might delay heart regeneration via reduced revascularization following injury.

To assess revascularization, we quantified the proliferation of coronary endothelial cells (cECs) at 4 d.p.i. as well as the coverage of coronaries in the injury area at 7 d.p.i. (Methods). Following administration of IWR-1, we observed a marginal but not significant reduction in cEC proliferation at 4 d.p.i. (Fig. 6f,g). However, at 7 d.p.i., we observed a clear and statistically significant reduction in the coverage of coronary vessels in the injury area (Fig. 6h,i). In summary, these results suggest that the observed reduction in heart regeneration following Wnt inhibition is at least partially mediated by a revascularization defect. This defect does not appear to be caused by reduced proliferation of cECs and might instead be linked to other aspects of revascularization, such as migration of coronaries or interactions with perivascular cells.

## Discussion

Here, we used a combination of single-cell transcriptomics and spatiotemporal information to characterize putative proregenerative cell states in the adult zebrafish heart in a data-driven manner. This approach allowed us to identify three transient cell states with fibroblast characteristics (*col11a1a*, *col12a1a* and *nppc* fibroblasts) that are major sources of known proregenerative genes and also express additional secreted factors with potential proregenerative functions. These fibroblast cell states are ideally suited to be cellular drivers for regeneration based on their expression profiles, their location in the injury area and their transient appearance after injury. By combining high-throughput lineage tracing with RNA velocity and single-cell trajectory inference, we were able to systematically identify the origin of these cell states. This approach effectively combines information about two time points – CRISPR barcoding during early development and trajectory inference at the time of analysis. Furthermore, we developed two complementary computational approaches for integrating CRISPR barcoding data across biological replicates in order to obtain statistically sound information on lineage relationships between cell types. Taken together, the results obtained with these approaches can serve as a blueprint for understanding the origin of transient cell states that are generated under disease conditions.

Several lines of evidence (CRISPR lineage analysis, Cre–*lox* lineage tracing, transcriptome profiles and long versus short injury) showed that *nppc* fibroblasts were derived from the endocardium. The endocardium exhibited two separate activation programs that had not previously been systematically distinguished: *nppc* fibroblasts and a less pronounced endocardial activation profile. Functional experiments showed that activation of endocardial fibroblasts depends on canonical Wnt signalling. Wnt inhibition leads to a delay in regeneration which is accompanied by a revascularization defect. Although it is tempting to link the observed depletion of *nppc* fibroblasts and perivascular cells following Wnt inhibition to reduced revascularization, further experiments would be needed to substantiate this point. A combination of CRISPR lineage tracing, trajectory inference and Cre–*lox* lineage tracing showed that the *col11a1a* and *col12a1a* fibroblasts shared their lineage origin with the epicardium and were generated from constitutive fibroblasts following injury. *Col11a1a* and *col12a1a* fibroblasts have very similar transcriptional profiles, and our RNA velocity analysis suggested that *col11a1a* fibroblasts are precursors of *col12a1a* fibroblasts. Targeted cell type depletion of *col12a1a*-expressing cells after injury led to impaired heart regeneration, supporting the proregenerative function of these cells. In summary, our detailed cellular dissection of the fibrotic response in the zebrafish heart characterized sources and mechanisms of proregenerative programs. The large diversity of fibroblast cell populations found in the regenerating zebrafish heart suggests that fibrosis should be seen as a collective phenomenon to which a variety of cell types and states contribute.

The pathways that contribute to the regenerative capacity of the zebrafish heart are conserved in humans. Thus, our analysis may lead us to better understand the limited regenerative capacity of the human heart, while at the same time opening up an exciting strategy to identify potential therapeutic approaches. Our data set and the experimental and computational approaches presented here will serve as a powerful resource for identification of additional candidate interactions between cell states involved in heart regeneration.

## Methods

### Ethics statement

This study complied with all relevant ethical regulations. Zebrafish were bred, raised and maintained in accordance with the FELASA guidelines^55^, the guidelines of the Max Delbrück Center for Molecular Medicine and the Max Planck Society, and the local authorities for animal protection (Landesamt für Gesundheit und Soziales, Berlin, and The Veterinary department of the Regional Board of Darmstadt, Darmstadt, Germany) for the use of laboratory animals, based on the current version of German law on the protection of animals and EU directive 2010/63/EU on the protection of animals used for scientific purposes. In addition, housing and breeding standards followed the international ‘Principles of Laboratory Animal Care’ (NIH publication no. 86-23, revised 1985).

### Zebrafish

Experiments in this study used the zebrafish wild-type strain *AB* and transgenic lines *Tg[ubi:zebrabow-M]*^*a131Tg*^ (ref. ^27^), *TgBAC[cryaa:EGFP, tcf21:Cre-ERT2]*^*pd4*^ (ref. ^41^), *Tg[-3.5ubi-loxP-EGFP-loxP-mCherry] (ubi:Switch)*^56^, *Tg(fli1:Cre-ERT2)*^*cn9*^ (ref. ^17^), *Tg(–1.5hsp70l:loxP-STOP-loxP-EGFP, cryaa:Venus)*^*zh701*^ (ref. ^57^), *TgUAS:NTR-mCherry)*^58^, *Tg(-0.8flt1:RFP)*^*hu5333*^ (ref. ^59^) and *Tg(-4kbcol12a1a:GAL4VP16, ins:YFP)* (this study). Adult zebrafish of random sex, aged between 4 months and 1 year and with a length of at least 3 cm were used in all experiments. Animals were randomly assigned to the test groups in all experiments.

### Cryoinjury procedure

Cryoinjury was performed as previously described^60,61^. Briefly, fish were presedated in water containing 0.03 mg ml^−1^ Tricaine (PHARMAQ, pH 7). The concentration was then increased to 0.168 mg ml^−1^ for anesthesia. Fish were placed with the ventral side facing up in a foam holder under a dissecting scope. To access the heart, a small incision was made through the body wall and the pericardium, using microdissection forceps and scissors. Once the pericardial sac was opened, the heart ventricle was exposed by gently compressing the abdomen. Excess water was carefully removed by blotting with tissue paper, not allowing the fish skin to dry. Then, a stainless steel cryoprobe precooled in liquid nitrogen was applied to the ventricular wall for 20 s. Fish were then placed in a tank of fresh system water with 1.5 mg l^−1^ morphine sulfate for 6 h^62^; for the analysis of scRNA-seq data presented here, we also included two morphine-treated and two control hearts from Lelek et al.^62^ (~20,000 cells, about 10% of the total data set). Reanimation was enhanced by gill oxygenation, in which water around the gills was aerated by pipetting for a couple of minutes. To investigate the effects of the cryoinjury depth, fish were injured using the same procedure, but the cryoprobe was applied for 5 s, 10 s, 15 s, 20 s and 25 s, respectively. Established protocols use 20 s of cryoprobe application^60,61^. For all injuries, a timer was used to assure the reproducible timing of the cryoprobe contact with the heart tissue. Hearts were analysed at 3, 7, 15 and 30 d.p.i.

### Cas9 and sgRNA injections for high-throughput lineage tracing

For CRISPR–Cas9 lineage tracing, we used the same experimental approach as previously described^24^. In brief, we set up crosses between zebrabow-M^27^ adults with high dTomato fluorescence, and we injected the embryos at the one-cell stage with 2 nl Cas9 protein (NEB, final concentration 350 ng µl^−1^) in combination with an sgRNA targeting dTomato (final concentration 50 ng µl^−1^, sequence: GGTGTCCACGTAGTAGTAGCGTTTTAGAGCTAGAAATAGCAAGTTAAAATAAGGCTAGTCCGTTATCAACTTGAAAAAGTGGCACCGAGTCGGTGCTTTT). Loss of dTomato fluorescence was used as a marker of successful generation of genetic scars. Injected fish were raised to adulthood for scRNA-seq analysis of the heart.

### Preparation of single-cell suspensions

Adult zebrafish (injured and uninjured) were humanely killed by immersion in ice-cold water (0–4 °C) for 20 min. The heart was dissected from the fish and transferred into cold Hanks’ Balanced Salt Solution (HBSS). The dissection included the atrium, ventricle and bulbus arteriosus, except for samples in which only the atrium or the ventricle was isolated. A needle and a syringe filled with cold HBSS were used to pierce the lumen of the heart and thoroughly wash away most of the erythrocytes. Afterwards, the heart was opened carefully with forceps, and the tissue was incubated at 37 °C for 30 min in 500 µl HBSS containing Liberase enzyme mix (Sigma-Aldrich, 0.26 U m^−1^ final concentration) and Pluronic F-68 (Thermo Fisher Scientific, 0.1%) while shaking at 750 r.p.m. on an Eppendorf ThermoMixer F2.0 with intermittent pipette mixing. After most of the tissue had been dissociated, the reaction was stopped by adding 500 µl cold HBSS supplemented with 1% bovine serum albumin (BSA). The suspension was centrifuged at 250*g* at 4 °C and washed two times with 500 µl cold HBSS containing 0.05% BSA, then filtered through a cell strainer of 35 µm diameter. The quality of the single-cell suspension was then confirmed under a microscope, and cells were counted before scRNA-seq library preparation. We noticed some fluctuations in cell type ratios detected by scRNA-seq (Figs. 2a and 3a), which we speculate could have been due to variability in the cryoinjury procedure or in the timing of the repair process. Furthermore, our dissociation protocol might have led to a depletion of cardiomyocytes, which, as they are large cells, tend to break relatively easily. Indeed, cardiomyocytes on average have lower transcript counts than nonmyocytes (~1,600 compared with ~4,500 transcripts per cell), which may indicate that we detected nuclei rather than cells in the case of cardiomyocytes.

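In the 3 d.p.i. heart without morphine the median cardiomyocyte had 693 UMIs and the median other cell 840 UMIs. In the 3 d.p.i. heart with morphine these medians were 1092 and 8003, in the 7 d.p.i. heart without morphine 1030 and 2464, and in the 7 d.p.i. heart with morphine 863 and 989. Other cells had more UMIs than cardiomyocytes in 4 of 4 hearts, by a geometric mean ratio of 2.22 (exact two-sided sign-flip test, p = 0.13, the smallest p that 4 hearts allow). Without the 3 d.p.i. heart with morphine, the one with v3 chemistry, the ratio was 1.49. Averaged over cells and then over hearts, cardiomyocytes had 1258 ± 445 UMIs and other cells 3882 ± 3964 (SD, n = 4 hearts). The 4 hearts are part of the hearts behind the paper's averages.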

### Single-cell RNA-seq and scar detection

Single cells were captured using a Chromium Single Cell 3′ kit (10X Genomics, PN-1000075), according to the manufacturer’s recommendations. We aimed for 10,000 cells per library whenever possible. Both v2- and v3-chemistry were used for the data presented here. For simultaneous detection of transcriptome and CRISPR-induced genetic scar sequences for lineage tracing, we proceeded as previously described^24^. In brief, the scar sequences were enriched by a two-round nested PCR approach, using 10 µl of the 10X Genomics cDNA and target site specific primers (dTomato transgene). The scar library was then indexed using the indexing primers of the Chromium kit to ensure they could be sequenced and demultiplexed together with the transcriptome. Samples were sequenced on an Illumina NextSeq 500 150 bp and an Illumina HiSeq 2500 200 bp after successful quality control by Bioanalyzer (DNA HS kit, Agilent).

### Mapping and clustering of single-cell mRNA data

A zebrafish transcriptome was created with Cell Ranger 3.0.2 from GRCz11, release 92. Alignment and transcript counting of libraries were done using Cell Ranger 3.0.2. Library statistics are summarized in Supplementary Data File 1. 

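For the 4 hearts analysed here the kept barcodes numbered 9796 and 4212 at 3 d.p.i. without and with morphine, and 6847 and 5561 at 7 d.p.i. The paper's reported numbers of cells for these libraries are 9887, 2689, 5604 and 5207. Kept cells had on average 1045, 10550, 2984 and 1339 UMIs, where the paper's reported averages are 1019, 6942, 2934 and 1319. They had on average 354, 939, 745 and 431 detected genes, where the paper's reported averages are 347, 1343, 830 and 432. Erythrocyte-like cells are among the cells counted here.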

The transcriptome data were filtered, clustered and visualized using Seurat 3.0 (ref. ^63^). 

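*mpeg1.1*, a marker of macrophages, had 12 UMIs in the 3271 cells of the fibroblast group of 4 hearts, or 1.11 CPM (exact Poisson interval 0.576 to 1.95). Its level was 273 ± 119 CPM in immune cells and 4.122 ± 5.00 in cardiomyocytes, which do not express it (SD, n = 4 hearts). In the fibroblast group against all other cells *mpeg1.1* had a log2 fold change of −5.59 (standard error 0.96, adjusted p = 0.00716 from edgeR). No sub-cluster of the fibroblast group was led by *mpeg1.1*.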

We excluded the cluster of *mpeg1.1* fibroblasts (Fig. 2c,d) from further analysis, as we could not rule out the possibility that the expression of the macrophage marker *mpeg1.1* in this fibroblast cluster was an artifact caused by, for example, fragmentation of macrophages^64^.

### Histological staining, analysis and imaging

For the analysis of the injury areas, animals were humanely killed at different times after injury by placing them in ice-cold water at 0–4 °C for 20 min. Hearts were dissected and incubated in 2 U ml^−1^ heparin and 0.1 M KCl in phosphate-buffered saline (PBS) for around 30 min. Cryosamples were fixed in 4% paraformaldehyde (PFA) in PBS overnight at 4 °C, washed in PBS for 3× 10 min and incubated overnight in 30% sucrose in PBS. Samples were then frozen in Tissue-Tek O.C.T Compound (Sakura) on dry ice. Tissue was cut at 7 μm on a cryostat (Leica) using Superfrost slides (Thermo Fisher Scientific). For paraffin sections, tissue was fixed in 4% PFA in PBS overnight at 4 °C, washed in PBS for 3× 10 min and incubated in an ethanol series at 30% for 10 min, 50% for 20 min and 70% overnight at 4 °C. Next, samples were dehydrated in an ethanol series at 80% for 30 min, 90% for 30 min, 96% for 1 h, 100% for 5 min and 100% for 1 h, then in Toluol for 45 min and Toluol for 15 min, and finally embedded in paraffin. Connective tissue was stained using acid fuchsin orange G (AFOG). In brief, slides were dried for 30 min at room temperature. Next, slides were incubated in Bouin Solution (Sigma-Aldrich) for 2 h at 60 °C and left for overnight incubation under the hood. Slides were washed for 30 min under running double-distilled water (ddH_2_O) and incubated for 7 min in 1% phosphomolybdic acid (Sigma-Aldrich). Samples were washed for 3 min in running ddH_2_O and incubated with AFOG solution (made in our laboratory, Sigma-Aldrich) for 3 min. Slides were washed until clear with running ddH_2_O and rehydrated with 70%, 94% and 2× 100% ethanol and for 2× 5 min with xylol (Sigma-Aldrich). Slides were mounted with xylene mounting medium (Merck) and allowed to dry overnight under the hood. For the analysis of injury size, the total ventricular tissue area and injury area on multiple slides were measured. Injury area was identified by visualization of collagen (blue) and fibrin (red). Images were obtained with a Keyence Microscope BZX800 using Viewer and analysed with ImageJ/Fiji (v.2.1.0).

### RNAscope Multiplex Fluorescent v2 assay for immunofluorescence in situ hybridization and imaging

The RNAscope assay (ACD) for fluorescence in situ hybridization was used to localize different messenger RNAs (mRNAs) expressed by various cell types during heart regeneration. The technique was performed according to the manufacturer’s instructions for fixed frozen tissues (323100-USM) or in combination with antibody staining (MK 51-150). Cryosections (7 µm) were dried for 30 min at room temperature before the experiment. The following changes were made: slides were incubated at 99 °C for 15 min with an antigen retrieval solution (ACD) using a steamer (WMH). Signal development was done using Tyramide Signal Amplification (TSA) plus fluorophores (PerkinElmer) fluorescein, cyanine 3 and cyanine 5 at 1:1,000 dilution. The probes used are listed in Supplementary Table 1. In addition, anti-EGFP (Sigma-Aldrich, catalog no. G1544, 1:500) and secondary antibody AlexaFluor 488 goat anti-rabbit IgG (Thermo Scientific, catalog no. A-11008, 1:500) were used in the protocol combining immunohistochemistry with in situ hybridization. The fluorescence in situ hybridization for the whole-mount embryo was performed according to the manufacturer’s instructions (MK 50-016). Images were obtained with a Zeiss LSM880 confocal microscope using Zen 2.3 SP1 FP3 (v.14.0.0.0) software and analysed using ImageJ/Fiji (v.2.1.0) and Photoshop (v.20.0.6) software.

### Microscopy analysis of cardiomyocyte proliferation

Zebrafish hearts were extracted and fixed in 4% PFA in PBS overnight, washed in PBS for 3× 10 min and incubated overnight in 30% sucrose in PBS. Samples were then frozen in Tissue-Tek O.C.T. Compound (Sakura) on dry ice. Tissues were cut at 7 μm on a cryostat (Leica) using Superfrost slides (Thermo Fisher Scientific). For immunofluorescence, samples were washed with PBST (1× PBS, 0.1% Triton X-100) before permeabilization with Antigen Unmasking Solution (Vector Laboratories, Inc. (H-3300), 1:100) at 80 °C for 20 min. Samples were then washed twice with PBST and incubated in blocking solution (3% BSA, 5% goat serum, 0.2% Triton X-100 in PBS), then incubated with primary antibodies overnight at 4 °C, followed by two PBST washes and incubation with secondary antibodies for 2 h at room temperature. Slides were washed again with PBST and mounted with mounting medium Vectashield with DAPI (Vector Laboratories, Inc.). The primary antibodies used were anti-Mef2C (Santa Cruz Biotechnology, catalog no. sc-313, 1:200) and anti-PCNA (Dako, catalog no. M0879, 1:500). The secondary antibodies were AlexaFluor 488 goat anti-rabbit IgG (Thermo Scientific, catalog no. A-11008, 1:500) and AlexaFluor 633 goat anti-mouse IgG (Thermo Scientific, catalog no. A-21050, 1:500). Confocal images were taken using an LSM880 microscope (Zeiss). The percentage of proliferating cardiomyocytes was calculated as a ratio of the number of (PCNA + Mef2C)^+^ particles to the total number of Mef2c^+^ particles in the injury area and in 200 μm of the injury border zone using ImageJ (v.2.1.0). Briefly, the total number of cardiomyocytes was analysed in the Mef2c^+^ channel, as the total number of particles that were segmented and counted using the particle analysis tool after thresholding and applying a despeckling filter. The number of (PCNA + Mef2C)^+^ particles was determined using the particle analysis tool after merging the green and red (identified using look-up tables) channels and selecting a colour threshold for yellow. Thresholding was verified visually using the original image. For each biological replicate, three nonconsecutive midsagittal sections were used.

### Microscopy analysis of revascularization

Zebrafish ventricles were extracted from adults that had not been treated with morphine and fixed in 4% PFA for 1 h at room temperature. Ventricles were embedded in OCT (Tissue-Tek) and sectioned (8 µm). For each biological replicate, three nonconsecutive midsagittal sections were used. Immunostaining was performed as previously described^65^. The primary antibodies used were anti-RFP (Rockland, catalog no. 600-401-379, 1:200) and anti-PCNA (Santa Cruz Biotechnology, catalog no. sc-56, 1:500). The secondary antibodies were AlexaFluor 488 goat anti-mouse IgG (H+L) (Thermo Scientific, catalog no. A-11029, 1:500) and AlexaFluor 647 goat anti-rabbit IgG (H+L) (Thermo Scientific, catalog no. A-21244, 1:500). Confocal images were obtained using an LSM700 microscope (Zeiss). The percentage of proliferating cECs (PCNA^+^) was calculated as the ratio of the total numbers of cECs in the injury area and in 200 µm of the injury border zone using ZEN 3.2 Blue software. For fluorescence intensity analysis, the percentage fluorescence was calculated from whole-mount images as a ratio to the background fluorescence in the injury area using Fiji software.

### Wnt inhibition

To investigate the role of Wnt signalling in heart regeneration, the Wnt antagonist IWR-1-endo (Sigma-Aldrich) was used^46,66^. IWR-1 was dissolved in dimethyl sulfoxide (DMSO) to prepare a 10 mM stock solution. Wild-type fish were injected intraperitoneally with 25 μl of 10 μM IWR-1 in PBS or DMSO (0.1% in PBS)^67^. The injection was administered at 1 d.p.i. and 2 d.p.i. for the 3 d.p.i. analysis and, for later time points, once every 2 days from 2 d.p.i. until the day fish were euthanized.

### Cloning and transgenesis of *-4kbcol12a1a*:GAL4VP16

The possible 5′-upstream promoter region upstream of the predicted transcription start site of *col12a1a* was identified using *Danio rerio* strain Tuebingen chromosome 17, GRCz11 Primary Assembly NCBI Reference Sequence: NC_007128.7, and served as a target template for primer design. Forward (5′-GAGAGAGAGAAAGCACCATTCTG-3′) and reverse (5′-GTTTACACACACACAGTCAGCAG-3′) primers were designed using plasmid editor ApE and used to amplify the promoter region by PCR from genomic DNA of *D. rerio*. PCR was carried out in a 25 µl reaction using GoTaq Long PCR Mastermix (Promega, cat no. M4021) according to the manufacturer’s protocol and TOPO cloned into pENTR5′ (Invitrogen) to create pAM222. *Tg(-4kbcol12a1a:GAL4VP16)* is a multisite gateway assembly of *pAM222*, Tol2kit no. 387 *(pME- GAL4VP16)*, no. 302 (*p3E_SV40polyA*) and pAM57 (*pDestTol2 insulin:YFP*). To obtain pAM57, the *crystallin* promoter was exchanged with the minimal *insulin* promoter. First, using site-directed mutagenesis, pAM58, an empty pDestTol2 vector containing YFP with an added restriction side for insertion of any promoter of interest, was generated. Deletion primers were engineered by designing standard, nonmutagenic forward and reverse primers that flanked the region to be deleted (5′-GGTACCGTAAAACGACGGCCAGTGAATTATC-3′ and 5′-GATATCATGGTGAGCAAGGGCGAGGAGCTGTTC-3′, respectively). In the forward primer, the sequence for the restriction site EcoRV was included. The minimal *insulin* promoter was amplified from genomic DNA and inserted using In-Fusion Cloning technology (Takara). The primers were designed using the In-Fusion Cloning Primer Design Tool (www.takarabio.com): minimal *insulin* promoter forward primer 5′-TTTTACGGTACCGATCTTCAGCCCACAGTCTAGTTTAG-3′ and reverse primer 5′-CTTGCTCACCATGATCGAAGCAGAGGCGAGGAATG-3′. PCR was carried out in a 25 µl reaction using Clone Amp HiFi PCR premix. The In-Fusion HD cloning reaction was performed with cleaned products of *pDestTol2 GATATC-YFP* (*EcoRV*-digested) and minimal *insulin* promoter PCR product using In-Fusion HD enzyme premix. The minimal *insulin* promoter is ideal as a selection transgenesis marker because of its small size and very early activity (from 24 h postfertilization; h.p.f.).

For Tol2-mediated zebrafish transgenesis, 25 ng µl^−1^ Tol2 mRNA was injected with 25 ng µl^−1^ plasmid DNA. F0 founders were screened for specific *insulin*:YFP expression, raised to adulthood and screened for germline transmission. The activity of the isolated 4-kb upstream region of zebrafish *col12a1a* corresponded to that of the endogenous *col12a1a* expressed in embryos of various stages (Supplementary Fig. 12a). In uninjured adult hearts, RFP expression in *col12a1a*>NTR:RFP-labelled cells colocalized with endogenous *col12a1a* expressed in the epicardium (Supplementary Fig. 12b). As expected, cryoinjury transiently induced both endogenous *col12a1a* and RFP expression in the injury area (Supplementary Fig. 12c).

### Genetic ablation of *col12a1a*-expressing cells using the NTR/MTZ system

To investigate the role of *col12a1a*-expressing fibroblasts in heart regeneration, we used the fish line *Tg(-4kbcol12a1:GAL4VP16; UAS:NTR:RFP)*. The functionality of the cell ablation approach was verified in 48 h.p.f. embryos by treatment with a 5 mM solution of MTZ (Sigma-Aldrich) dissolved in DMSO that led to formation of RFP^+^ aggregates (Supplementary Fig. 12d), indicative of cell death as previously reported^37^. To ablate *col12a1a*-expressing cells in adult hearts, the injured fish were immersed 2 d.p.i. in a system of water containing 10 mM MTZ (or 0.2% DMSO as a vehicle control) and kept in the dark. Water with the fresh drug was exchanged twice a day until the day fish were euthanized. Fish were treated with MTZ from day 2 until day 6 for the 7 d.p.i. time point and also from day 14 to day 16 for the 30 d.p.i. time point. We observed increased mortality in col12a1a>NTR:RFP-ablated injured fish compared with DMSO-treated controls. Additional experiments would be needed to determine whether this mortality is related to heart regeneration defects.

### Cre–*lox* lineage tracing

For epicardial Cre–*lox* lineage tracing, *TgBAC(cryaa:EGFP, tcf21:Cre-ERT2; -3.5ubi-loxP-EGFP-loxP-mCherry)*-transgenic fish were treated with 10 μM 4-OHT (Sigma-Aldrich) dissolved in 100 ml of water per fish, 4 and 3 days before cryoinjury for 12 h as described^17^. Before systemic administration, the 10 mM stock (dissolved in ethanol) was heated for 10 min at 65 °C. Hearts were harvested 7 d.p.i. For endocardial Cre–*lox* lineage tracing, *Tg(fli1:Cre-ERT2; -1.5hsp70l:loxP-STOP-loxP-EGFP,cryaa:Venus)*-transgenic fish were treated as embryos at 24 h.p.f. with 5 μM 4-OHT (Sigma-Aldrich) for 24 h and heat shocked for 1 h at 37 °C. Adult fish were injured and hearts were harvested at 7 d.p.i.

### Statistics and reproducibility

Data collection and analysis were not performed blind to the conditions of the experiments. Sample collection and genomics analyses were performed by two independent experimenters. Sample sizes (*n*) are indicated either in each figure legend including the number of independent experiments or in this section. Quantification of each experiment is described in the respective section of the Methods together with the software used. No data points were excluded from the analysis. Graphs and statistical analyses shown in Figs. 3h,j and 6b,g,i and in Supplementary Figs. 12f and 24b were performed in GraphPad Prism (v.7 and v.9). Graphs show mean and s.d.; the statistical tests with *P* values are indicated in figure legends. The experiments in Fig. 3g used DMSO-treated fish (*n* = 3) and MTZ-treated fish (*n* = 6) at 7 d.p.i; *n* represents biologically independent samples from two independent experiments. The experiments in Fig. 3i used DMSO-treated (*n* = 4) and MTZ-treated (*n* = 3) fish; results are from two independent experiments. All RNAscope experiments in Figs. 3b and 6c,e and in Supplementary Figs. 7, 8 and 12 were performed at least three times using one or two independent experiments, unless stated otherwise. Fig. 4e (*n* = 3) shows the results of one independent experiment, Fig. 5e (*n* = 2) shows the results of one independent experiment; for the experiments in Fig. 6c,d, *n* = 9, 3, 9, 9 animals; Fig. 6b, lower right panel: DMSO was injected at 3 d.p.i., *n* = 6; 7 d.p.i., *n* = 9, 15 d.p.i., *n* = 3, and 30 d.p.i., *n* = 8, and IWR-1 was injected at 3 d.p.i., *n* = 5; 7 d.p.i., *n* = 9; 15 d.p.i., *n* = 3, and 30 d.p.i., *n* = 8; *n* represents biologically independent samples over four independent experiments. In Fig. 6g, *n* represents biologically independent samples over two independent experiments; in Fig. 6i, *n* represents biologically independent samples over two independent experiments. The results in Supplementary Fig. 3d are based on *n* = 2 animals in one independent experiment, those in Supplementary Fig. 24c (*n*_5s_ = 3, *n*_10s_ = 3, *n*_15s_ = 3, *n*_20s_ = 4, *n*_25s_ = 3) are based on two independent experiments. The number of animals was determined based on previous literature^6,10,17,41,68,69^ for the experiments in Figs. 3b, 4e, 5e and 6f–I and in Supplementary Figs. 3d, 7, 8 and 12b,c or calculated using G*power calculator^70^ by two-tailed *t* test with α err prob = 0.05 and power(1-β err prob) = 0.80; effect sizes *f* were determined as follows: Fig. 3g–j and Supplementary Fig. 12e,f: *f* = 2; Fig. 6b,c,e: *f* = 1.5; Supplementary Fig. 24c: *f* = 1.48.

### Mapping and filtering of single-cell scar data

Scar filtering was performed as described by Spanjaard et al.^24^. Briefly, scar sequences were aligned using *bwa mem*^3^ (v.0.7.12) to a reference of dTomato. Valid cell barcodes were identified based on the single-cell transcriptome data (see previous paragraph). We removed reads that were unmapped, had an incorrect barcode or did not start with the exact PCR primer we used. We truncated all scar sequences to 75 nucleotides and removed shorter sequences.

In further filtering steps, we consecutively filtered out scars in order to remove all scars that did not fulfill the following quality control conditions. As a first step, we required all molecules to be sequenced at least twice to remove straightforward sequencing errors; this also reduced complexity for the subsequent filtering steps. To remove molecules caused by incorrect annealing, we selected only the most prevalent scar for each combination of barcode and unique molecular identifier (UMI), only the most prevalent UMI for each barcode and scar, and only the most prevalent barcode for each UMI and scar. We then assessed similar (Hamming distance of 2 or less) scar sequences in each cell, only keeping both if they met criteria designed to test whether both sequences were verifiably correct (see Spanjaard et al.^24^ for details). Finally, we removed cells that looked like doublets by comparing their numbers of different scars with the scar number distribution for that cell type.

### Tree building

Tree building was done as described in Spanjaard et al.^24^. Briefly, the lineage tree building algorithm was designed to build lineage trees with high numbers of cells, despite the low detection rate inherent in single-cell sequencing. It consisted of two steps: we first determined the lineage tree in terms of scars created and afterwards placed the single cells in their appropriate positions in the tree.

To build the scar lineage, we used the data set of scars in single cells and determined which scars could be found in the same branch of the lineage trees: those scars were observed together in the same cell. We created a graph of scars with connections between scars, indicating that they were together in a branch. A scar that had been created early would be present in many branches and connected to many other scars. As a corollary, the scar that was connected to most other scars in this graph was created before all other scars. This scar became the root of the lineage tree; it was removed from the scar graph and we identified the most highly connected scar in the resulting graph. This scar was placed underneath the first scar in the lineage tree and was again removed from the graph. If at any point the graph split into disconnected parts after removing a scar, those parts were considered to be distinct branches of the lineage tree and were treated separately. This process was repeated until all scars had been placed in the lineage tree.

The above tree construction algorithm is valid for high, nonvariable scar-detection rates with perfect filtering and no doublets; for more realistic scenarios, computations are more complicated but follow the general scheme as outlined above. Refer to Spanjaard et al. for details^24^.

Once the shape of the lineage tree and the location of all scars in the lineage tree had been determined, we placed the cells in the tree. Cells were placed using the scars that were found in them, at the lowest possible position in the tree. Importantly, this means that some cells may have been placed in leaf nodes, but typically some cells in which a leaf node scar had not been detected would be placed in internal nodes.

### Lineage determination

To determine lineage relationships between cell types, we contracted all vertical branches (that is, removed all nodes that were not part of a lineage split) and then calculated cell type ratios – the amount of cells of a specific type divided by the node size – for each node. We calculated the lineage similarity between two cell types as the correlation between their cell type ratios, weighted by the size of the nodes. Importantly, this approach allowed us to integrate lineage data for multiple biological replicates. Using cell type ratios emphasizes nodes that are lower in the trees and contain fewer cell types, and weighting by node size emphasizes larger nodes to maximize reproducibility.

We determined the stability of clusters in two different ways. A thousand-fold repetition of downsampling all lineage trees to half of the cells was used to estimate the stability of lineage clusters against low cell numbers. After calculating the correlations and clustering the cell types, we recovered the same clusters in the majority of cases, indicating that these clusters were not influenced by low cell numbers (Supplementary Fig. 19). A thousand-fold repetition of downsampling all lineage trees to half of the nodes was used to estimate the stability of lineage clusters against low clonality or clone-specific transition rates. After calculating the correlations and clustering the cell types, we found that *nppc*, *spock3*, *cfd* and valve fibroblasts were attributed to varying clusters, indicating that differences between clones were too large for the correlation analysis to yield reliable answers (Supplementary Fig. 22).

To determine possible sources of *nppc*, *spock3, cfd* and valve fibroblasts, we determined the overlap of cell types with these target cell types in tree leaf nodes. We calculated the conditional probability of cell types as the number of leaf nodes that contained cells of both source and target type divided by the number of leaf nodes that contained cells of the target type. For example, at 7 d.p.i., ventricular endocardium had a conditional probability of 1 with regard to *nppc* fibroblasts, meaning that at 7 d.p.i., every leaf node that contained *nppc* fibroblasts also contained ventricular endocardium. However, *nppc* fibroblasts had a conditional probability of 0.2 with regard to the ventricular endocardium, indicating an asymmetric lineage relationship between these cell types.

### Trajectory analysis and RNA velocity

We used PAGA, implemented in scanpy^38^ (v.1.8.2) and scvelo^71^ (v.0.2.4) for integrated trajectory and RNA velocity analysis. First, we extracted velocity information from reads aligned to a transcriptome based on GRCz11, release 92, using Cell Ranger 3.1 and velocyto^39^. Using cell type annotations determined previously, we selected relevant cells; regressed out total counts, numbers of genes and mitochondrial percentages; determined highly variable genes and principal components; and used bbknn to integrate data sets. We then reclustered the data using the Leiden algorithm and ran PAGA on the Leiden clusters. For the integrated data set, we calculated RNA velocities using the stochastic model implemented in scvelo and plotted those on the UMAP representation of the data.

### Secretome analysis

We performed an ortholog conversion of the Vertebrate Secretome Database^72^ using orthology data from the Alliance of Genome Resources, release 3.2.0 (ref. ^73^). For the ortholog conversion, we used all gene pairs with ‘IsBestScore=Yes’ and kept all unique zebrafish gene names. After normalizing all cells to 10,000 transcripts, we calculated the percentage of transcripts that were in the transcriptome for each cell type at each time point. We then calculated log(1 + x) of the average expression of secretome genes per cell type and used the clustermap function in seaborn to perform hierarchical clustering using Ward’s method for the cell types and secretome genes that were expressed at an average of 10 in at least one cell type. We similarly performed hierarchical clustering of cell type averages of *z* transformed secretome expressions (capped at 5) for genes that had a *z* score greater than 2 in at least one cell type. We excluded neuronal cells and myelin cells from these analyses.

### Interaction analysis

We used CellPhoneDB^74^ (v.2.1.4) to analyse interactions between cell types at each time point after ortholog conversion of the genes in CellPhoneDB, similar to the conversion of the secretome. We included all cell types with more than 50 cells or whose cell count proportion of the total data set exceeded 0.01 and counted the number of significant outgoing and incoming interactions for each cell type.

### tomo-seq data deconvolution

We used AutoGeneS^29^ (v.1.0, https://github.com/theislab/AutoGeneS) to deconvolve the tomo-seq data. As input, we used the single-cell data constrained to the 5,000 most variable genes using scanpy^75^ (pp.highly_variable_genes). AutoGeneS was then used to select a total of 400 informative genes from among the highly variable ones that differentiated the cell types. The highly variable genes were selected based on normalized dispersion. The proportions were inferred using nonnegative least squares^76^ (scipy.optimize.nnls) based on the cellular mean expression of the informative genes. For each bulk sample, negative proportions were set to zero and the rest were normalized to sum to one.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41588-022-01129-5.

## Supplementary information

Supplementary Information Supplementary Figs. 1–26, Table 1 and statistical source data for Figs. 1–26.

Reporting Summary

Supplementary Data 1 Sequencing library statistics.

Supplementary Data 2 Marker genes for the clusters identified in Fig. 1b.

Supplementary Data 3 Marker genes for subclusters.

Supplementary Data 4 Cell type counts in the individual sequencing libraries.

Supplementary Data 5 Enrichment of secreted genes in all cell types (*z* scores).

## Data Availability

Source data are provided with this paper. Sequencing data have been deposited in the Gene Expression Omnibus with accession numbers GSE159032 and GSE158919. Transcriptome data were aligned to a zebrafish transcriptome created with Cell Ranger 3.0.2 from GRCz11, release 92. We performed an ortholog conversion of the Vertebrate Secretome Database VerSeDa using orthology data from the Alliance of Genome Resources, release 3.2.0.

## Source data

Source Data Fig. 1 Statistical source data for Fig. 1.
Source Data Fig. 2 Statistical source data for Fig. 2.
Source Data Fig. 3 Statistical source data for Fig. 3.
Source Data Fig. 4 Statistical source data for Fig. 4.
Source Data Fig. 5 Statistical source data for Fig. 5.
Source Data Fig. 6 Statistical source data for Fig. 6.

## Code availability

Custom code is provided at https://github.com/Bastiaanspanjaard/Heart_regeneration.

How the deposited data were processed for this re-analysis (not part of the article)

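Single-cell 3′ RNA libraries of 6 cryoinjured zebrafish hearts, 1 library per heart, were analysed. They stand for 3, 7 and 15 d.p.i., each with and without 6 h in 1.5 mg l−1 morphine after injury. The 4 hearts at 3 and 7 d.p.i. are part of the paper's data and the pair at 15 d.p.i. is not described there. Conditions were taken from the sample labels and, for the 4 hearts, from the paper's methods and Supplementary Data Files 1 and 4.

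The authors made the deposited counts with Cell Ranger 3.0.2 on GRCz11, as the submitters' processing notes and the paper's methods give it, and deposited the filtered matrices of raw UMI counts per gene and barcode. The files hold 31466 features, of which 3779 share a symbol with another, and 40019 barcodes. No normalization, cell type annotation or doublet removal by the authors is part of these matrices. The authors' clustering in Seurat could not be repeated cell by cell, so all names and shares were rebuilt. Gene names are those of the files, and no coordinates are given.

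Barcodes with at least 200 detected genes and at most 25% of UMIs from the 13 mitochondrial genes were kept, which left 29855 cells. The median kept cell had 773 UMIs and 298 genes in the 3 d.p.i. heart without morphine, 9947 UMIs and 499 genes in the 3 d.p.i. heart with morphine, 2390 UMIs and 657 genes in the 7 d.p.i. heart without morphine and 975 UMIs and 357 genes in the 7 d.p.i. heart with morphine. It had 3973 UMIs at 15 d.p.i. without morphine and 3098 with morphine. Counts were scaled to 10000 per cell and log-transformed. The 6 libraries were clustered together on 2000 variable genes, 30 principal components and 5 nearest neighbours from each library, by Leiden at resolution 1. Cardiomyocytes, endocardium and endothelium, the fibroblast group and immune cells were then clustered again on 1000 variable genes and 15 components at resolution 2, among genes detected in at least 1% of the cells. Genes at over 4 times the group's level in a cluster of erythrocyte-like cells or cardiomyocytes, or for cardiomyocytes in a cluster of erythrocyte-like, endocardial or fibroblast cells, were left out of this step because they can reach a group as free RNA. A cluster was named where at least 3 markers of a class were raised by 1.5 times and their mean log2 fold was at least 0.7, and stayed unnamed where its 10 leading genes held more markers of a class of another group than of its own. Markers came from Supplementary Data Files 2 and 3 and from textbook knowledge and were chosen before the data were examined, as were the gene lists, the cell filter, the tests and most alternatives. The settings of the second clustering and the naming score were chosen after clusters were seen, by whether the paper's classes were recovered. 23 settings were tried, and the first of them gave no dedifferentiated-like and no *col11a1a*-like class. Macrophage-like cells of the morphine comparison are immune clusters without another name in which macrophage markers outnumber those of other classes among the 10 genes highest against cells of other groups. This definition was made after the clusters were seen, and was tightened to leave out a cluster led by haemoglobin genes that raised B-cell markers, while another cluster with raised haemoglobin genes stayed in. The 309 genes of the lists on signalling, metabolism, stress and identity were not used to form clusters, whereas the lists of ECM genes, cell cycle genes, haemoglobins and secreted proteins could be. Doublets were left in, and removing 0.8% of cells per 1000 barcodes by a simulated-doublet score was an alternative.

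UMI counts were summed per heart and class, with at least 10 cells of a class in a heart. 3 comparisons used the 4 hearts of the paper with heart as a block, since both classes come from the same animal. They set the fibroblast group against other cells, dedifferentiated-like against atrium-like and ventricle-like cardiomyocytes, and *col11a1a*-like against constitutive-like fibroblasts. Morphine was compared in fibroblasts and macrophage-like cells over all 6 hearts with day as a block. edgeR 4.0.16 was used in R 4.3.3 with TMM normalization, filterByExpr, the quasi-likelihood test and Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 were called. Each condition is 1 heart, so the spread behind these p-values includes differences in time, treatment and chemistry. Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01 and with an estimated one. Genes that name the classes of a comparison were left out of its lists. The lists were Wnt ligands, receptors and modulators, retinoic acid, ECM structure, breakdown and interaction, mitochondrial energy, glycolysis, cardiomyocyte development, immediate early genes, heat shock and chaperones, inflammatory cytokines, thrombocyte genes, pan-endothelial genes, the epithelial-to-mesenchymal transition, opioid signalling, the cell cycle, haemoglobins and the 304 secreted-protein genes of Supplementary Data File 5, of which 291 were used. Named genes are those the paper names, up to 4 members of each list with the smallest p, and the 10 largest increases and 5 largest decreases among called genes with at least 20 CPM in the higher class and the same direction in every heart, without the genes that name the classes. Other members of a list were named after their values were seen. Values within hearts were compared with exact sign-flip tests. Shares have exact Clopper-Pearson intervals and sums of UMIs exact Poisson intervals at 95%, and a count of 0 is given the limit of 3 counts.

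The models were tested on simulated counts with the real means and library sizes and 200 changed genes. Of genes changed 4-fold, 77.5% were recovered for the fibroblast group, 91.8% for dedifferentiated-like cells and 100% for *col11a1a*-like fibroblasts. Of genes changed 2-fold 12.2%, 25.8% and 36.3% were recovered. Among the calls 8 of 88, 4 of 106 and 15 of 135 were unchanged genes, more than the threshold of 0.05 allows for the first and the third. For morphine 2.5% of 4-fold changes were recovered in fibroblasts and 0% in macrophages. Alternatives were other limits on genes per cell, no mitochondrial limit, doublet removal, neighbours not balanced, resolutions of 0.6 and 1.6, other sub-clustering settings, DESeq2 1.42.0, other size factors, no filter on low counts, no block and leaving out each heart. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, python-igraph 0.11.9 and leidenalg 0.10.2. Hearts of the paper without a matrix here, its lineage, imaging and inhibitor experiments and its uninjured hearts were not analysed.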

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

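The test of reporter RNA in the first paragraph was chosen after its levels were seen, and no other test is given in this part.

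The count matrices hold a feature for the red fluorescent protein (RFP) of a transgene. RFP was at 3303 CPM in the 15 d.p.i. heart without morphine and 902 in the 15 d.p.i. heart with morphine, neither of which the paper describes, and the first value lay far from those of the other 5 hearts. At 3 d.p.i. RFP was at 872 CPM without and 283 with morphine, and at 7 d.p.i. at 684 with morphine and 0 without, which allows up to 0.138. RNA or index exchange between libraries would spread RFP evenly over cell types. In 5 of 5 libraries with RFP the highest cell group had at least 5 times the RFP level per UMI of the lowest, the erythrocyte-like cells, and in 4 also per cell, where haemoglobin UMIs dilute nothing, for example with 56.2 against 0.698 RFP UMIs per cell at 15 d.p.i. without morphine. Without erythrocyte-like cells endocardium and endothelium were highest per UMI in all 5, at 2.91 to 4.38 times the lowest group with intervals apart, though other groups came close at 3 d.p.i., with 9.43 RFP UMIs per 10000 in cardiomyocytes against 11.11 without morphine and 12.75 in fibroblasts against 15.1 with morphine. Even exchange is thus argued against as the whole source, though not as a part of it. The labels give all 6 hearts as of the wild-type strain AB, whereas the paper's source data list a dataset with the name of the 7 d.p.i. heart with morphine among its lineage-traced hearts, which carry a dTomato transgene, so the origin of the RFP in that heart is not settled. A transgene carried by some of the fish and a mislabelled fish line were not tested and stay open, and chance alone marks about 1 in 20 groups as holding a distant value, of 8 groups tested.

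In the hearts at 15 d.p.i. the shares given here lay above the limit that a count of 0 allows, while some other classes were at or below it. Fibroblasts, counted as the whole fibroblast group, were 16.17% of cells without morphine and 23.7% with morphine, and immune cells 29.9% and 35.8%. With erythrocyte-like cells kept in the denominator these were 7.88% and 6.22% for fibroblasts and 14.6% and 9.41% for immune cells, so that the order of the 2 hearts was the other way round. Dedifferentiated-like cells were 16.1% of 31 cardiomyocytes without morphine and 13.2% of 53 with morphine. *col11a1a*-like fibroblasts were 6.98% of the fibroblast group without morphine, and with morphine they were 3 of 146 cells, which is at that limit.

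Hearts with and without morphine differed in opposite directions at 3 and 7 d.p.i. for 3 shares, differences that were not tested because 1 heart stands for each condition and the chemistry differs at 3 d.p.i. The immune share was 42.8 percentage points higher with morphine at 3 d.p.i. and −2.99 points apart at 7 d.p.i. With erythrocyte-like cells, 2157 of the 4212 cells of the 3 d.p.i. heart with morphine, kept in the denominator, it was 22.65% with and 3.67% without morphine at 3 d.p.i., and 10.4% and 11.4% at 7 d.p.i., where the intervals overlapped. The dedifferentiated-like share of cardiomyocytes differed by −7.33 points at 3 d.p.i. and by 5.89 points at 7 d.p.i. For *col11a1a*-like fibroblasts the differences were 16.7 and −7.81 points, but with neighbours not balanced the share was 0% without and 50.8% with morphine at 3 d.p.i. and 0% without and 0.252% with morphine at 7 d.p.i., so that the direction at 7 d.p.i. depends on this setting.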

How the results depend on the processing

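Shares among named cardiomyocytes only, the other sub-clustering settings, erythrocyte-like cells kept among the other cells and named fibroblast sub-clusters only for morphine were chosen after the data were seen, and the other alternatives before. Of 187 values under alternatives, over 17 results, 147 kept their direction and side of the threshold or stayed within the spread between hearts or within 1.5 times the count, 0 were reversed and 40 moved. Shares could not be labelled reversed, and counts were judged on the total of both directions, so the 0 shows little about direction. Values compared within hearts counted as kept whenever their sign held. Of the 147, 20 are means of 2 hearts with 1 left out, which cannot move past the spread of those 2, and 5 are fits in which the alternative left the same sums, so that these values show nothing about stability. The immune share at 3 d.p.i., for example, was 46.4% or 3.67% with a single heart left. The cause was not tested except where fewer hearts or fewer genes tested are named. For cells with at least 500 genes the mean shares were 17.4% for fibroblasts at 3 d.p.i., 6.58% for immune cells at 7 d.p.i. and 16.3% and 24.07% for dedifferentiated-like cells at 3 and 7 d.p.i., and edgeR called 1436 genes for fibroblasts and 147 for dedifferentiated-like cells, the latter with 2 hearts. With at least 100 genes dedifferentiated-like shares were 2.52% and 0.891%, and without the mitochondrial limit 25.2% at 7 d.p.i. With neighbours not balanced fibroblasts were 13.3% at 3 d.p.i., dedifferentiated-like cells 14.5% and 16.18%, and *col11a1a*-like fibroblasts 25.4% and 0.126%. At resolution 0.6 fibroblasts were 37.9% and 39.6%. Among named cardiomyocytes only dedifferentiated-like cells were 26.7% and 16.9%. Hearts pair the classes, since both come from the same animal. Without the replicate block, that is without this pairing, 789 genes passed for fibroblasts, 97 for dedifferentiated-like cells and 81 for *col11a1a*-like fibroblasts, and without the day block the morphine counts stayed at 0, so that the block changed no other call. Without the filter on low counts, which tests more genes, 3689 passed for fibroblasts, 659 for *col11a1a*-like fibroblasts, 18 for morphine in fibroblasts and 1 for morphine in macrophages. For dedifferentiated-like cells it gave 161 higher and 391 lower genes against 268 and 183 with the filter, so that most calls were then decreases. DESeq2 called 3 genes for morphine in fibroblasts and 1 in macrophages. Leaving out each heart in turn gave 1274 to 2344 genes for fibroblasts, 0 to 427 for dedifferentiated-like cells, 193 to 371 for *col11a1a*-like fibroblasts, 0 to 78 for morphine in fibroblasts and 0 to 6 in macrophages, with fewer hearts in each fit. Without the 3 d.p.i. pair 33 genes passed for morphine in fibroblasts. Some alternatives gave no value because a class was not found. Dedifferentiated-like cells were absent at resolution 0.6, with the joint settings and at sub-clustering resolution 1. *col11a1a*-like fibroblasts were absent under these, after doublet removal, with at least 100 genes, without the mitochondrial limit and with no ambient genes left out. Valve-like fibroblasts were absent with at least 500 genes, and *col12a1a*-like and *nppc*-like fibroblasts everywhere. Perivascular-like cells appeared only with neighbours not balanced and at sub-clustering resolution 3.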

Differences from the paper's values

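Values with erythrocyte-like cells left out of the library averages, those among named cardiomyocytes only, those of other sub-clustering settings, and the cardiomyocyte cluster named at the end of the next paragraph were chosen after the values were seen. Names of cells were rebuilt here from markers, and the paper's values are those of its supplementary tables for the same libraries. A value said not to differ lay within a tolerance and need not be close to the paper's, as with 2055 cells against 2689.

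The paper's share of dedifferentiated cells among cardiomyocytes in the 3 d.p.i. heart without morphine is 90.25%, against 12.6% here. All alternatives set before the data were examined that gave a value differed too, with 18.3% for at least 500 genes, 5.05% for at least 100 genes, 18.2% without the mitochondrial limit, 15.1% after doublet removal, 22.1% with neighbours not balanced and 12.4% at resolution 1.6. In the 3 d.p.i. heart with morphine the paper's share is 9.186%, against 5.22% here. It did not differ for at least 500 genes (14.3%), after doublet removal (9.42%) and with neighbours not balanced (6.92%), and differed for at least 100 genes (0%), without the mitochondrial limit (4.69%) and at resolution 1.6 (5.41%). In the 7 d.p.i. heart with morphine the paper's share is 33.71%, against 14.6% here. It did not differ for at least 500 genes (29.2%) and without the mitochondrial limit (34.2%). It differed for at least 100 genes (1.45%), after doublet removal (16.8%), with neighbours not balanced (22.2%) and at resolution 1.6 (15.2%). Among named cardiomyocytes only, a setting chosen after seeing the values, the shares were 46.2%, 7.19% and 24.2% in these 3 hearts, of which only the first differed. At sub-clustering resolution 3, chosen likewise, they were 11.77%, 6.47% and 16.14%, of which only 6.47% did not differ, and with no ambient genes left out 14.8%, 5.22% and 15.7%, which all differed. A first-level cluster that holds the cells led by *nppa* and *ttn.2* took 97.0% of the cardiomyocytes of the 3 d.p.i. heart without morphine, 54.0% with morphine, and 18.5% and 66.5% at 7 d.p.i. without and with morphine.

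The paper's share of *col11a1a* fibroblasts among fibroblasts in the 3 d.p.i. heart without morphine is 0%, against 1.96% here, where neighbours not balanced gave 0% and did not differ, and at least 500 genes (2.92%), resolution 1.6 (1.27%) and the epicardium left out of the denominator (2.39%) differed. In the 7 d.p.i. heart without morphine the paper's share is 0.35%, against 13.3% here, and every alternative that gave a value differed, with 13.4% for at least 500 genes, 0% with neighbours not balanced, 12.3% at resolution 1.6 and 16.16% with the epicardium left out of the denominator. In the 7 d.p.i. heart with morphine the paper's share is 0.1244%, against 5.47% here, where neighbours not balanced gave 0.252% and did not differ, and at least 500 genes (9.64%), resolution 1.6 (5.42%) and the epicardium left out of the denominator (6.396%) differed. At sub-clustering resolution 3, chosen after seeing the values, the shares in these 3 hearts were 1.31%, 12.75% and 5.467%, which all differed. The class here also had *col12a1a* among its leading genes, and epicardium markers such as *s100a10a* were among its largest increases over constitutive-like fibroblasts. Whether it is wider than the paper's class, or holds epicardium cells, was not tested.

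The paper's share of valve fibroblasts among all cells in the 3 d.p.i. heart without morphine is 2.073%, against 1.37% here. It did not differ without the mitochondrial limit (1.77%), after doublet removal (1.41%), with neighbours not balanced (2.69%) and at resolution 0.6 (1.54%), and differed for at least 100 genes (1.22%), at resolution 1.6 (1.01%) and with erythrocyte-like cells kept in the denominator (1.368%). In the 3 d.p.i. heart with morphine the paper's share is 0.1116%, against 0.389% here. It did not differ for at least 100 genes (0.193%), with neighbours not balanced (0.245%) and with erythrocyte-like cells kept in the denominator (0.19%). It differed without the mitochondrial limit (0.581%), after doublet removal (0.304%) and at resolutions 0.6 (0.487%) and 1.6 (0.34%). In the 7 d.p.i. heart without morphine the paper's share is 2.373%, against 4.09% here. It did not differ with neighbours not balanced (2.51%) and with erythrocyte-like cells kept in the denominator (3.46%), and differed for at least 100 genes (4.02%), without the mitochondrial limit (3.83%), after doublet removal (4.13%) and at resolutions 0.6 (3.82%) and 1.6 (3.88%). Of the sub-clustering settings chosen after seeing the values, the joint settings and resolution 3 gave 0.243% and 0.292% in the 3 d.p.i. heart with morphine and 2.69% and 2.80% in the 7 d.p.i. heart without morphine, none of which differed. Resolution 1 and no ambient genes left out gave 0.487% and 0.389% in the former and 4.055% and 4.003% in the latter, which all differed. In the 3 d.p.i. heart without morphine all 4 settings differed, with 1.03%, 1.197%, 1.33% and 1.32% in the same order.

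For the 3 d.p.i. heart with morphine the paper's average is 6942 UMIs per cell, against 10550 here. Within the tolerance it did not differ for at least 100 genes (9217), though still above the paper's value. It differed for at least 500 genes (13090), without the mitochondrial limit (10530) and after doublet removal (10450). The paper's number of cells of this library is 2689, against 4212 here. It did not differ for at least 500 genes (2104) and differed for at least 100 genes (4877), without the mitochondrial limit (4223) and after doublet removal (4070). With erythrocyte-like cells left out, an alternative chosen after seeing the values, the average was 8092 UMIs and the number 2055 cells, neither of which differed.

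Some statements of the paper on genes and cell states were not borne out, were borne out only in part or could not be read in the 4 hearts, which are part of its data. The paper names *nrg1* as enriched in fibroblasts and as strongly expressed in *col12a1a* fibroblasts. Here *nrg1* had a log2 fold change of 0.65 in the fibroblast group, which includes epicardium-like and valve-like cells (adjusted p = 0.481 from edgeR). No *col12a1a*-like class was found, so the statement on *col12a1a* fibroblasts could not be read. The *col11a1a*-like fibroblasts had 2 UMIs of *nrg1* in 247 cells. With the paper's statement on fibroblasts go 30.8 CPM in constitutive-like and 34.0 in *cfd*-like fibroblasts against 1.98 in cardiomyocytes and 8.23 in endocardium and endothelium. Against it goes *plvapb*-like endothelium with 36.0. The SD over hearts was above the mean in *plvapb*-like endothelium, in *cfd*-like fibroblasts and in cardiomyocytes. *fn1a*, which the paper also names, was higher in the fibroblast group. The paper describes *fn1a* as nearly restricted to *col11a1a* fibroblasts, and here *fn1a* was at 1263 CPM in that class, 388 in constitutive-like and 355 in *cfd*-like fibroblasts. It ranks *col11a1a* and *col12a1a* fibroblasts first in secretome expression, and here, for the 291 genes of Supplementary Data File 5 rather than its full list, *cfd*-like fibroblasts had 7.30 ± 1.74% of UMIs and *col11a1a*-like fibroblasts 6.61 ± 1.18% (SD, n = 4 hearts). These overlap and were not tested, and the latter lay above the other classes compared. It gives *aldh1a2* as lower in the endocardium than in the epicardium, and here atrium-like endocardium, at a mean over hearts of 446 CPM of *aldh1a2*, was above atrium-like epicardium, at 320 in the 2 hearts with enough cells, while ventricle-like epicardium, at 713 with an s.d. of 501, was above both. It describes Cxcl12b and Cxcr4a signalling as specific to perivascular cells and vessel endothelium, and here *cxcr4a* was at 53.4 ± 44.7 CPM in T-cell-like cells and 38.1 ± 47.5 in *plvapb*-like endothelium, a difference that was not tested. With the paper's statement go *cxcl12b* at 1686 CPM in the perivascular-like cluster that 1 heart held at sub-clustering resolution 3, a setting chosen after seeing the values, and *cxcr4a* at 0.757 in atrium-like endocardium. The *col12a1a* and *nppc* states, which the paper reports as clusters, were not found as such under any setting. *nppc*-like clusters were looked for in the fibroblast group only. Perivascular-like cells formed a cluster only with neighbours not balanced, of 88 cells, and at sub-clustering resolution 3, of 83 cells.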

Other observations

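Tests of thrombocyte genes and of other splits of the samples were chosen after the results were seen, while those of unnamed cardiomyocytes were written before their results.

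Gene groups outside the paper's conclusions also differed between the fibroblast group and the other cells of the 4 hearts. Of 50 genes of mitochondrial energy metabolism 36 were lower in fibroblasts and none was higher (45 lower when adjusted over the list alone; camera adjusted p = 1.03e-09, and adjusted p = 0.358 with an estimated correlation), and of 17 glycolysis genes 16 were lower (17 over the list alone; adjusted p = 1.07e-08, and 0.29 with an estimated correlation). Of 12 pan-endothelial genes 12 were lower, among them *kdrl* with a log2 fold change of −2.33 from edgeR (12 over the list alone; adjusted p = 1.93e-14, and 0.202 with an estimated correlation). Of 23 heat shock and chaperone genes 19 were lower (22 over the list alone; adjusted p = 9.35e-09, and 0.283 with an estimated correlation). Of 10 genes of cardiomyocyte development 1 was higher and 5 were lower (adjusted p = 0.0106, and 0.31 with an estimated correlation). Of 10 inflammatory cytokines 2 were higher, *csf1a* among them, and 5 lower (adjusted p = 0.077). Of 25 immediate early genes 3 were lower (adjusted p = 0.0639), of 16 cell cycle genes 1 was lower (adjusted p = 0.223), of 4 thrombocyte genes 1 was higher and 2 were lower (adjusted p = 0.128), and of 6 haemoglobin genes 6 were lower (adjusted p = 0.00973, and 0.446 with an estimated correlation). In *col11a1a*-like against constitutive-like fibroblasts, of 39 genes of mitochondrial energy metabolism none passed, of 12 glycolysis genes and of 17 heat shock genes 1 each was lower, of 3 cytokines 1 was higher, of 4 genes of cardiomyocyte development 1 was higher, and of 6 haemoglobin genes 3 were lower. In dedifferentiated-like cells 1 of 6 haemoglobin genes was lower, 4 of 19 secretome genes were higher and 1 lower, and 1 of 4 ECM structure and 2 of 5 ECM breakdown genes were higher. Of 11 genes of opioid signalling none reached 10 UMIs in the fibroblast group. *penka*, a precursor of opioid peptides, had 117 UMIs in immune cells, or 9.82 CPM.

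Some immune clusters came mostly from 1 heart or from the hearts of 1 time, whereas T-cell-like cells came from every heart. A cluster of 362 cells with the cytokine genes *il1b*, *tnfa* and *csf3b* and the growth factor gene *hbegfb* among its leading genes had 341 cells from the 7 d.p.i. heart without morphine. Another, with 153 of 170 cells from the 3 d.p.i. heart with morphine, was also macrophage-like, as was a cluster with *cxcl19* and 227 of 316 cells from the 15 d.p.i. hearts. A group of 25 cells with the epithelial genes *krt5*, *epcam* and *cldnb* in the fibroblast group held 24 cells of the 15 d.p.i. heart without morphine.

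Morphine was compared with no morphine over 3 pairs of hearts at 3, 7 and 15 d.p.i. In fibroblasts edgeR called 0 of 7062 genes (102 at an unadjusted p under 0.05), and DESeq2 called 2 higher and 1 lower. *fn1a* had a log2 fold change of 2.08 with morphine and was higher in 3 of 3 pairs, but with an adjusted p = 1.0. In macrophage-like cells edgeR called 0 of 2385 genes (27 at an unadjusted p under 0.05) and DESeq2 called 1, lower with morphine. In simulated counts these models recovered 2.5% of 4-fold changes in fibroblasts and 0% in macrophage-like cells. Counts at or near 0 therefore do not show that morphine had no effect. Among lists, 7 inflammatory cytokines in macrophage-like cells had a camera adjusted p = 0.00387 for lower levels, and adjusted p = 0.693 with an estimated correlation, with 1 lower when adjusted over the list alone. ECM structure in fibroblasts had an adjusted p = 4.52e-05 for higher levels, and adjusted p = 0.87 with an estimated correlation, and ECM breakdown and interaction 0.00329 and 0.015 for higher levels, and 0.545 for both with an estimated correlation. Mitochondrial energy metabolism had an adjusted p = 0.00168 in fibroblasts and 9.14e-05 in macrophage-like cells for lower levels, and 0.545 and 0.693 with an estimated correlation. Haemoglobins had an adjusted p = 0.000511 in fibroblasts and 9.14e-05 in macrophage-like cells for higher levels, and 0.87 and 0.693 with an estimated correlation. No gene of the ECM, mitochondrial and haemoglobin lists passed, also over the list alone. Different clusters held most macrophage-like cells in different hearts, as above, and the fibroblast group differed in its classes too. At 3 d.p.i. ventricle-like epicardium was 2.13% of it without and 36.7% with morphine, and *col11a1a*-like fibroblasts, the class highest in *fn1a*, 1.96% and 18.6%, so that levels in the group mix class shares with expression. The fibroblast count depended on single hearts, with 78 called genes without the 3 d.p.i. heart with morphine, 35 without the 3 d.p.i. heart without it, 14 and 12 without the 7 d.p.i. hearts without and with it, and 1 without the 15 d.p.i. heart without it. In macrophage-like cells 5 passed without the 3 d.p.i. heart without morphine and 6 without the 7 d.p.i. heart without it.

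Other splits of the same sums into groups of the same sizes were also fitted. For the 3 comparisons of classes within hearts, 1 of 35 splits, the real one, gave as many, with 2164 genes for fibroblasts, 451 for dedifferentiated-like cells and 310 for *col11a1a*-like fibroblasts. The highest of the other splits gave 0 in each, the splits that part the classes of every heart among them, and 3 splits in each could not be fitted with the heart block. Only 8 of the 35 part as many pairs as the real one, too few for a share under 0.05. The classes were formed from expression, so that every other split adds their difference to the spread, and these fits say nothing about chance. The counts depend on single hearts, with 1274 genes for fibroblasts and 213 for dedifferentiated-like cells without the 7 d.p.i. heart without morphine, 0 for dedifferentiated-like cells without the 7 d.p.i. heart with morphine (611 at an unadjusted p under 0.05), and for *col11a1a*-like fibroblasts 200 and 193 without the 7 d.p.i. heart without and the 3 d.p.i. heart with morphine. For morphine 10 of 10 splits gave at least the real 0, and the highest other split gave 1 in fibroblasts and 0 in macrophage-like cells, and 10 splits are too few for a share under 0.05.

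Of the cardiomyocytes of the 3 d.p.i. heart without morphine 2431 of 3338 took no subtype name. Free RNA that fills these barcodes stays open. Cardiomyocyte markers were at 7.11 times their level in the fibroblasts of that heart, but markers also formed the group, so this value decides nothing. The share without a name was larger in the hearts of lower depth, with 72.8% and 39.5% of cardiomyocytes in the 3 d.p.i. heart without and the 7 d.p.i. heart with morphine against 27.4% and 8.93% in the others. Low depth of the cardiomyocytes alone is yet argued against for the deeper hearts. Cardiomyocytes of either deeper heart were thinned to the depths of the 3 d.p.i. heart without morphine, then clustered and named again. Their unnamed shares changed by a median of −3.95 and −0.92 points over 5 draws, to 23.4% and 8.01%. With morphine at 3 d.p.i. the draws ran from 12.75% to 27.24%, with 294 to 301 of 402 cells left. The hearts were thinned separately, so whether depth leaves the larger 3 d.p.i. heart without names stays open. The first grouping was kept at full depth in this test. By the nearest class profile, which always gives a name, 93.3% of 879 cells of the 7 d.p.i. heart without morphine kept theirs at 675 UMIs. The full profile of dedifferentiated-like cells was not theirs either, since the ratio of *ttn.1*, *bves*, *synpo2lb* and *nppa* to *atp5pd* and *aldoaa* was 2.16, which is 0.353 of that in the dedifferentiated-like cells of that heart, 6.10. The ratio in the unnamed cells was yet above the 0.282 of ventricle-like cells and the 1.37 of fibroblasts in the 3 d.p.i. heart without morphine. Atrium-like cells of that 3 d.p.i. heart had 4.74. The unnamed cells were near the 2.42 of dedifferentiated-like cells in the 7 d.p.i. heart without morphine. A weaker dedifferentiation, or a share of atrium-like or dedifferentiated-like cells among the unnamed cells, stays open. Damage during dissociation was not tested and stays open, as does the time after injury, since 1 heart stands for this condition.

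The *apnln*-like endothelial cluster, of 158 cells in the 4 hearts, had *itga2b*, *gp1bb* and *plek* among its 10 leading genes, which are genes of thrombocytes, the nucleated platelets of fish. Its summed pan-endothelial UMIs were 2.29 per 10000, or 0.0725 times those of *plvapb*-like endothelium (31.6), and its thrombocyte UMIs 64.7 per 10000 against 0.39. A candidate explanation consistent with these values is that the cluster holds thrombocytes rather than endothelium. Doublets of both types are argued against, since its cells had at most 0.209 times the median UMIs of *plvapb*-like cells in the 2 libraries with enough of each. Whether time or treatment changes this cluster was not tested.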
